# Fumarate induces vesicular release of mtDNA to drive innate immunity

**DOI:** 10.1038/s41586-023-05770-w

**Published:** 2023-03-08

**Authors:** Vincent Zecchini, Vincent Paupe, Irene Herranz-Montoya, Joëlle Janssen, Inge M. N. Wortel, Jordan L. Morris, Ashley Ferguson, Suvagata Roy Chowdury, Marc Segarra-Mondejar, Ana S. H. Costa, Gonçalo C. Pereira, Laura Tronci, Timothy Young, Efterpi Nikitopoulou, Ming Yang, Dóra Bihary, Federico Caicci, Shun Nagashima, Alyson Speed, Kalliopi Bokea, Zara Baig, Shamith Samarajiwa, Maxine Tran, Thomas Mitchell, Mark Johnson, Julien Prudent, Christian Frezza

**Keywords:** Mechanisms of disease, Metabolomics, Mitochondria

## Abstract

Mutations in fumarate hydratase (FH) cause hereditary leiomyomatosis and renal cell carcinoma^1^. Loss of FH in the kidney elicits several oncogenic signalling cascades through the accumulation of the oncometabolite fumarate^2^. However, although the long-term consequences of FH loss have been described, the acute response has not so far been investigated. Here we generated an inducible mouse model to study the chronology of FH loss in the kidney. We show that loss of FH leads to early alterations of mitochondrial morphology and the release of mitochondrial DNA (mtDNA) into the cytosol, where it triggers the activation of the cyclic GMP–AMP synthase (cGAS)–stimulator of interferon genes (STING)–TANK-binding kinase 1 (TBK1) pathway and stimulates an inflammatory response that is also partially dependent on retinoic-acid-inducible gene I (RIG-I). Mechanistically, we show that this phenotype is mediated by fumarate and occurs selectively through mitochondrial-derived vesicles in a manner that depends on sorting nexin 9 (SNX9). These results reveal that increased levels of intracellular fumarate induce a remodelling of the mitochondrial network and the generation of mitochondrial-derived vesicles, which allows the release of mtDNAin the cytosol and subsequent activation of the innate immune response.

## Abstract (web summary)

Fumarate metabolism regulates the innate immune response through a mechanism in which high levels of fumarate result in the generation of mitochondrial-derived vesicles and the release of mitochondrial DNA into the cytosol, which activates inflammatory pathways.

## Main

Fumarate hydratase (FH), a metabolic enzyme of the tricarboxylic acid (TCA) cycle that catalyses the reversible conversion of fumarate to malate, has been identified as a bona fide tumour suppressor^2^. Loss of FH predisposes to hereditary leiomyomatosis and renal cell carcinoma (HLRCC), a syndrome that is characterized by an aggressive form of kidney cancer. A hallmark of both FH-deficient cells and tumours is the aberrant accumulation of fumarate^3^, which has been shown to drive malignant transformation and tumour progression through the activation of a series of oncogenic cascades^2^. However, when analysed in tumours or other cellular models, all of these signalling cascades are already simultaneously activated and are likely to be intertwined, which makes it difficult to elucidate their hierarchy, cross-talk and causal contribution to the disease.

Here we generated an inducible transgenic mouse model to investigate the chronology of the loss of *Fh1*, the mouse orthologue of human *FH*, in the adult kidney. By crossing a previously generated *Fh1*^*fl/fl*^ strain^4^ with mice that contain a ubiquitously expressed tamoxifen-inducible Cre recombinase at the *Rosa26* locus^5^, we obtained a tamoxifen-inducible *Fh1*^*fl/fl*^ strain (Fig. 1a). Treating *Fh1*^*fl/fl*^ mice with tamoxifen resulted in the efficient excision of *Fh1* exons 3 and 4 (hereafter termed *Fh1*^*−/−*^), compared to the control strain (*Fh1*^*+/+*^) (Fig. 1b and Extended Data Fig. 1a,b). Loss of FH causes profound metabolic changes, including the aberrant intracellular accumulation of argininosuccinate^6^ and of products of the reaction by which fumarate is added to the thiol groups of free cysteine and to the thiol groups of proteins^7^, generating *S*-(2-succinyl)cysteine (2SC) and succinated proteins, respectively. Both reactions buffer the excess of fumarate production, which eventually occurs when these and other buffering systems have reached capacity (Extended Data Fig. 1c). We observed an early increase of 2SC at day 5, followed by an increase of all these metabolic markers, including fumarate, at day 10 in *Fh1*^*−/−*^ kidneys (Fig. 1c). Macroscopically, there were no gross morphological differences between wild-type and *Fh1-*deficient kidneys (Fig. 1d).

**Fig. 1:**
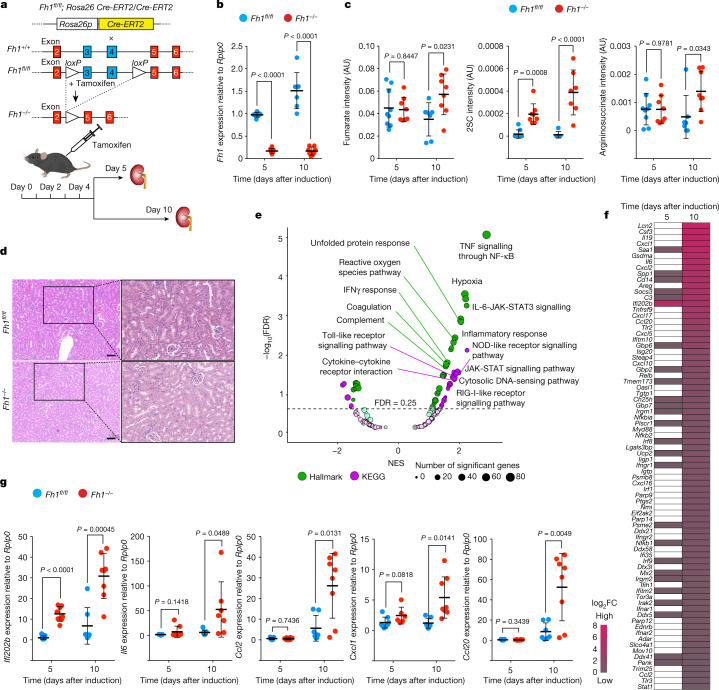
Loss of *Fh1* in the adult mouse kidney triggers an early inflammatory response. **a**, Genome-editing strategy for generating inducible *Fh1* knockout alleles. *Rosa26-Cre-ERT2* mice carry the tamoxifen-responsive *Cre* recombinase transgene downstream of the *Rosa26* promoter^5^. *Fh1*^*fl/fl*^ mice^13^ contain two *loxP* sites flanking *Fh1* exons 3 and 4. Intraperitoneal injection of tamoxifen in the adult mouse induces the nuclear translocation of the ubiquitously expressed Cre–ERT2 fusion protein, resulting in the excision of the genomic fragment located between the *loxP* sites to generate *Fh1* null alleles (*Fh1*^*−/−*^). Mice of about 90 days of age are treated with tamoxifen and the kidneys are collected for analysis at day 5 and day 10 after injection. **b**, *Fh1* mRNA expression levels in wild-type control (*Fh1*^*+/+*^) and *Fh1*-deficient (*Fh1*^*−/−*^) adult mouse kidneys, measured by qRT–PCR. **c**, Metabolite abundance (normalized peak ion intensity, arbitrary units (AU)) in *Fh1*^*+/+*^ and *Fh1*^*−/−*^ adult mouse kidney measured by liquid chromatography–mass spectrometry (LC–MS). **d**, Haematoxylin and eosin (H&E) staining of *Fh1*^*+/+*^ and *Fh1*^*−/−*^ adult mouse kidney at day 10 after induction. Scale bars, 100 μm. **e**, Volcano plots of the GSEA, highlighting the differentially regulated pathways in *Fh1*^*−/−*^ versus *Fh1*^*+/+*^ kidney tissue at day 10 after induction. FDR, false discovery rate; NES, normalized enrichment score. **f**, Heat map showing upregulated inflammation-related genes in *Fh1*^*−/−*^ versus *Fh1*^*+/+*^ kidney tissue at day 5 and day 10 after induction (white cells mean no difference between the two groups). **g**, Expression levels of ISGs in *Fh1*^*−/−*^ versus *Fh1*^*+/+*^ kidney tissue at day 5 and day 10 after induction, measured by qRT–PCR. Data are mean ± s.e.m. **b**,**c**,**g**, *n* = minimum 8 mice in each group, Student’s *t*-test corrected for multiple comparisons with the Holm–Sidak method. Source data

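The genotype difference at day 10 exceeded that at day 5 for the 3 fibrinogen chains, which the liver secretes in the acute phase response. The difference between the days was 7.06 on the log2 scale for Fgg (standard error 0.84, adjusted p = 0.0010 from edgeR's quasi-likelihood test on all 20 libraries), 6.42 for Fga and 8.08 for Fgb. At day 5 the genotype log2 fold changes of these genes were 0.54, 0.05 and 0.26, with adjusted p = 1 for each from edgeR. Of 14934 genes tested, 4 rose more at day 10 than at day 5 and 1 fell, namely the fibrinogen genes, 2410006H16Rik, a non-coding transcript (difference 2.07, adjusted p = 0.0022 from edgeR), and Slc9a8, a sodium and proton exchanger (difference −2.35, adjusted p = 0.0048 from edgeR). At day 10, 2410006H16Rik was at 42.8 ± 13.3 CPM (SD, n = 5) in Fh1−/− and 11.5 ± 2.78 CPM (SD, n = 5) in Fh1+/+ kidneys, and Slc9a8 was at 80.3 ± 9.93 and 355 ± 138 CPM. At an unadjusted p under 0.05 the count was 3010, and DESeq2 called 272 genes. Without Fh1−/− day 10 replicate 2 the edgeR count was 296, and Fgb kept its call in 2 of 20 fits that each left out 1 library and Slc9a8 in 10. Without both Fh1−/− day 10 replicates 1 and 3, a choice made after seeing the data, 3 genes passed, Fgg and Fga among them.

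By gene group, the acute phase list differed between the days (camera, upwards, adjusted p = 4.2e-11; adjusted p = 0.506 with an estimated correlation), as did immediate early genes (2.1e-08; adjusted p = 0.506 with an estimated correlation). The 60 interferon-stimulated genes did not (upwards, adjusted p = 0.229), nor did 23 cytokines and chemokines (adjusted p = 0.9135 from camera). At day 5 none of 19 acute phase genes, 21 NF-kB targets and 17 cytokines and chemokines passed with edgeR or DESeq2, and their medians were 0.14, 0.01 and −0.10. At an unadjusted p under 0.05 from edgeR, 1 acute phase gene and 1 NF-kB target were higher and 1 cytokine was lower.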

## Loss of *Fh1* triggers an inflammatory response

To investigate the acute response to the loss of *Fh1*, we performed a transcriptomic analysis of the mouse kidney (Fig. 1a and Supplementary Table 1). 

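Fh1, which encodes the mitochondrial enzyme fumarate hydratase, was measured first in every library. In Fh1−/− kidneys at day 10 after induction its level in replicates 1 to 5 was 350.5, 249, 366, 420.5 and 362 CPM (TMM-normalized), against 238 ± 13.2 CPM (SD, n = 5) in Fh1+/+ kidneys. At day 5 the 5 Fh1−/− libraries lay between 199.7 and 239 CPM and the Fh1+/+ libraries at 248.5 ± 20.1 CPM (SD, n = 5). The log2 fold change of Fh1 was 0.54 at day 10 (standard error 0.14, adjusted p = 0.064 from edgeR's quasi-likelihood test) and −0.18 at day 5 (standard error 0.08, adjusted p = 1 from the same test). With DESeq2 the adjusted p at day 10 was 0.0029. Fh1 lies on the minus strand of chromosome 1 of GRCm38 from 175600374 to 175625635, and the excised exons 3 and 4 of its transcript Fh1-201 span 175616529 to 175616639 and 175614737 to 175614913. A count over the whole gene also holds reads of the exons that remain, so it does not check the genotype labels.

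The data are RNA-seq libraries from 4 groups of 5, Fh1−/− and Fh1+/+ at day 5 and at day 10 after tamoxifen induction. By the paper's methods, RNA was taken from pieces of snap-frozen kidney. Both genotypes carry the tamoxifen-inducible Cre recombinase, and control mice were induced at the same time as their littermates. The mice were of mixed C57BL/6 and 129/SvJ background. The labels number the libraries of each group without naming the animals, so p-values measure the spread between these libraries. The authors prepared stranded libraries of polyadenylated RNA, mapped the reads to GRCm38 with STAR 2.6.0c, removed reads of low mapping quality and adapters, and counted reads per gene with Rsubread. The deposited values are raw counts for 24421 gene symbols. Total counts per library ranged from 17019658 to 22449980 (median 18169213) in Fh1−/− kidneys at day 10 and from 16654829 to 19770648 (median 18007857) in Fh1+/+ kidneys at day 10. At day 5 they ranged from 17944802 to 25001294 (median 20087315) in Fh1−/− and from 17891645 to 19097957 (median 18579675) in Fh1+/+ kidneys. From these counts, each day was fitted alone with edgeR after TMM normalization and a filter on low counts, which left 14360 genes at day 10 and 14404 at day 5. The first principal component of log2 CPM held 42.8% of the variance, and on it Fh1−/− day 10 replicates 1 and 3 lay at 125 and 128 while the other 18 libraries lay between −31.3 and 30.3. The sum of 4 Y-linked transcripts was at 1.02 CPM or lower in 3 of 5 Fh1−/− libraries at day 10 (replicates 1, 3 and 5), 2 of 5 at day 5, 2 of 5 Fh1+/+ libraries at day 10 and 1 of 5 at day 5. In the other libraries it was at 106 CPM or higher.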

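Gene groups were listed before the counts were examined, but with values of the study's Supplementary Table 1, from the same libraries, seen. The p-values of these lists are thus not from a blind choice of genes. In Fh1−/− kidneys at day 10, transcripts of the acute phase response stood furthest above the Fh1+/+ level among the listed groups. Of 20 tested acute phase and STAT3 target genes, 18 had a log2 fold change above 0 and the median was 2.97. Fgg, which encodes the fibrinogen gamma chain, rose from 18.0 ± 9.07 to 3539 ± 2398 CPM (SD, n = 5 each), a log2 fold change of 7.60 (standard error 0.90, adjusted p = 0.0091 from edgeR's quasi-likelihood test). Fga and Fgb, the other fibrinogen chains, had log2 fold changes of 6.48 and 8.35 with adjusted p = 0.01035 and 0.0153 from the same test. Stat3, a transcription factor activated by cytokines of the IL-6 family, had a log2 fold change of 1.96 (adjusted p = 0.021 from edgeR). Over all genes tested, Fgg alone of this list passed an adjusted p under 0.01, while 14 members passed when adjusted over the list alone and 13 passed with DESeq2. The list mean per library was 6.26 ± 1.84 log2 CPM (SD, n = 5) in Fh1−/− and 3.17 ± 0.55 (SD, n = 5) in Fh1+/+ kidneys (exact permutation test, two-sided p = 0.00794, the smallest that 5 against 5 allow; 0.0431 after Benjamini-Hochberg adjustment over the lists). It was 8.06 and 8.21 in Fh1−/− replicates 1 and 3, which stand apart on the first principal component and were left out together after the data had been seen. Without both, none of the list passed over all genes with edgeR (13 higher at an unadjusted p under 0.05), and 11 passed when adjusted over the list alone.

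Of 13 immediate early genes, which respond within minutes to growth factors and stress, all 13 had a log2 fold change above 0 (median 2.73), 12 passed when adjusted over the list alone and 11 with DESeq2. Fosb, Jun and Atf3, subunits of AP-1 or related transcription factors, had log2 fold changes of 3.34, 2.84 and 4.25. Of 21 NF-kB target genes 18 lay above 0 (median 1.25), 5 passed when adjusted over the list alone and 8 with DESeq2. Among them Bcl3, Tnip1 and the adhesion molecule Icam1 had log2 fold changes of 2.64, 1.13 and 2.27. Of 24 genes of the integrated stress response, 21 lay above 0 (median 0.84) and 9 passed when adjusted over the list alone and with DESeq2. Psat1, an enzyme of serine synthesis, had a log2 fold change of 3.46 (standard error 0.49, adjusted p = 0.0143 from edgeR). Of 20 markers of tubular injury, 17 lay above 0 (median 1.73), and 7 passed both when adjusted over the list alone and with DESeq2. Myc, Cdkn1a, Spp1 and Lcn2 of this list had log2 fold changes of 2.72, 3.68, 5.31 and 8.09. Lcn2 was at 3659 ± 4899 CPM (SD, n = 5) in Fh1−/− and 13.4 ± 8.87 CPM (SD, n = 5) in Fh1+/+ kidneys. Of its Fh1−/− libraries 4 lay above every Fh1+/+ library. The lowest, at 13.7 CPM, lay within the Fh1+/+ range of 7.43 to 28.5 CPM. Spp1, which encodes osteopontin, took 10.3% and 9.50% of all counts in Fh1−/− day 10 replicates 1 and 3 and 1.30% or less in the other 18 libraries. Of 66 ribosomal protein genes 58 lay above 0 (median 0.41), and 1 passed when adjusted over the list alone and with DESeq2. Over all genes none of the immediate early, NF-kB, stress response, tubular injury and ribosomal protein genes passed with edgeR, while 12, 13, 15, 12 and 35 of them in this order were higher at an unadjusted p under 0.05. The difference in list mean was 2.01 for immediate early genes, 1.01 for NF-kB targets, 0.90 for the stress response, 1.56 for tubular injury and 0.40 for ribosomal proteins (exact permutation test, adjusted over the lists, p = 0.0431, 0.0753, 0.0603, 0.0603 and 0.0431). Without both Fh1−/− replicates 1 and 3 it was 1.18, 0.39, 0.40, 0.49 and 0.17, and that of the acute phase list was 1.84. The exact permutation p was then 0.0179, 0.143, 0.0714, 0.0536, 0.0357 and 0.0179 (adjusted 0.113, 0.272, 0.16, 0.157, 0.151 and 0.113). As 0.0179 is the smallest p that 3 against 5 libraries allow, the immediate early and acute phase lists miss the adjusted threshold through the number of libraries.

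Tested with limma's camera at a preset correlation, 18 of 34 lists passed an adjusted p of 0.05 at day 10, 9 upwards and 9 downwards, with adjusted p = 1.98e-09 for the acute phase list, 3.65e-09 for ribosomal proteins, 2.6e-07 for immediate early genes and 5.2e-05 for NF-kB targets. The tubular injury list passed (adjusted p = 0.0013 from camera) but not without Fh1−/− replicates 1 and 3 (adjusted p = 0.293 from camera; 0.558 with an estimated correlation). Over 673 Reactome pathways ranked by the signed edgeR statistic, fgsea placed 167 upwards and 18 downwards. The lowest adjusted p was that of translation (normalized enrichment score 3.10, adjusted p = 1.9e-24). Innate immune system (1.67, adjusted p = 5.2e-05) and the Toll-like receptor 4 cascade (2.01, adjusted p = 7.7e-05) were also upwards. So were RIG-I and MDA5 mediated induction of interferon alpha and beta (2.16, adjusted p = 8.26e-05) and cytosolic sensors of pathogen-associated DNA (1.83, adjusted p = 0.00631), while interferon signalling had a score of 1.07 (adjusted p = 0.508). With an estimated correlation none of the lists and none of the pathways passed: the lowest adjusted p with an estimated correlation was 0.476 over the lists, and it was 0.846 for translation and for the innate pathways named.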

The most prevalent altered biological processes were linked to pathways that are involved in inflammation and the innate immune response (Fig. 1e and Supplementary Tables 2 and 3). We also observed an increase in interferon-stimulated genes (ISGs), with *Ifi202b* being the most upregulated transcript (Fig. 1f, Extended Data Fig. 1d and Supplementary Table 1), and found that this was associated with an upregulation of pro-inflammatory cytokines and chemokines (Fig. 1f,g). 

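Ifi202b, a member of the interferon-inducible p200 family, rose in Fh1−/− kidneys at both days. At day 5 it was at 2.79 ± 0.98 CPM (SD, n = 5) in Fh1−/− and 0.0313 ± 0.0286 CPM (SD, n = 5) in Fh1+/+ kidneys. At day 10 it was at 1.93 ± 0.49 and 0.0745 ± 0.0511 CPM. The log2 fold change was 6.20 at day 5 (standard error 0.51, adjusted p = 7.3e-04 from edgeR's quasi-likelihood test) and 4.58 at day 10 (standard error 0.41, adjusted p = 0.0020 from the same test). The difference between the days did not pass (−1.61, standard error 0.74, adjusted p = 0.273 from edgeR). By log2 fold change it ranked 1 of the genes tested at day 5 and 18 at day 10, above the listed interferon-stimulated genes at both. These values rest on few reads, 287 against 3 over the 5 libraries of each genotype at day 5 (ratio 87.4, 95% counting interval 29.6 to 426) and 170 against 7 at day 10 (ratio 23.3, 11.1 to 58.8), and reads may be shared with its paralogs. Ifi202b lies on chromosome 1 of GRCm38 from 173962568 to 173982744, 1.62 Mb from Fh1. Its neighbour Pyhin1, of the same family, fell at day 10 (log2 fold change −3.55, adjusted p = 0.0091 from edgeR; mean over both genotypes 0.612 CPM), and Mndal had a log2 fold change of −2.00 (adjusted p = 0.0561 from edgeR). Of the p200 family, 7 genes were tested at day 10 and 8 at day 5 (camera, adjusted p = 0.162 and 0.621; at day 10 0.0373 without Fh1−/− replicate 2 and 0.0449 without Fh1+/+ replicate 1). Adjusted over the list alone, 1 rose and 2 fell at day 10, and 1 rose and 1 fell at day 5.

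Of 59 interferon-stimulated genes tested at day 10, none passed with edgeR (5 were higher and 12 lower at an unadjusted p under 0.05), none when adjusted over the list alone, and 1 was higher and 3 were lower with DESeq2. These 4 were Gbp7, a guanylate-binding protein, with a log2 fold change of 1.47 (adjusted p = 0.0697 from edgeR), and the antiviral genes Rsad2 (−1.33, adjusted p = 0.0376), Oasl2 (−0.98, adjusted p = 0.056) and Ifi44 (−1.86, adjusted p = 0.0722). Mx1 had a log2 fold change of −0.37 (adjusted p = 0.648 from edgeR). The median over the list was 0.23, with 32 of 59 above 0, while limma's camera ranked the list downwards without passing (adjusted p = 0.503, and 0.0647 to 0.977 without any single library). Without both Fh1−/− replicates 1 and 3, a choice made after seeing the data, camera placed the list downwards (adjusted p = 1.27e-07; 0.525 with an estimated correlation). The median was then −0.53, and 4 members fell when adjusted over the list alone. At day 5 none of 60 passed with edgeR (0 higher and 3 lower at an unadjusted p under 0.05) or DESeq2, and the median was −0.23. There camera placed the list downwards (adjusted p = 5.8e-05; adjusted p = 0.924 with an estimated correlation; 0.0836 without Fh1+/+ day 5 replicate 1 and 0.0572 without Fh1−/− day 5 replicate 4). Interferon genes themselves were hardly read: 10 genes together had 3 reads in the Fh1−/− libraries at day 10, all of Ifnk. Ifnb1 had 0 reads in 94251273, which allows up to 0.0318 CPM, counting error only.

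Of 19 cytokines and chemokines tested at day 10, none passed over all genes with edgeR (6 higher and 5 lower at an unadjusted p under 0.05), 3 rose and 3 fell when adjusted over the list alone, and 3 were higher and 4 lower with DESeq2 (camera, downwards, adjusted p = 0.7805, with the median at 0.18; 0.0366 without both Fh1−/− replicates 1 and 3, and 0.525 then with an estimated correlation). Cxcl1, a neutrophil attractant, was at 83.8 ± 103 CPM (SD, n = 5) in Fh1−/− and 0.536 ± 0.436 CPM in Fh1+/+ kidneys (log2 fold change 7.28, standard error 1.46, adjusted p = 0.0376 from edgeR). Ccl17 had a log2 fold change of 2.55 (adjusted p = 0.0458), Cxcl9, induced by interferon gamma, −3.19 (adjusted p = 0.0128) and Il15 −1.0 (adjusted p = 0.0474 from edgeR for Il15). Cxcl10 had a log2 fold change of 1.94 (adjusted p = 0.1797), and −0.81 when both Fh1−/− replicates 1 and 3 were left out. Ccl2 had a log2 fold change of 0.00 (standard error 0.84, adjusted p = 0.998). Il6 and Ccl20 fell below the filter on low counts: in Fh1−/− and Fh1+/+ kidneys at day 10, Il6 had 55 reads (in 3 libraries) and 1 read, and Ccl20 had 80 and 9. Of the 13 genes of the study's mouse primer list that were tested at day 10, Ifi202b passed over all genes, and 4 passed when adjusted over the list alone (camera, upwards, adjusted p = 0.0020; adjusted p = 0.476 with an estimated correlation). Whether the study chose this list from the same libraries is not stated. The mean of 14 genes of this list was 3.54 ± 0.57 log2 CPM (SD, n = 5) in Fh1−/− and 2.78 ± 0.10 (SD, n = 5) in Fh1+/+ kidneys (exact permutation test, p = 0.00794, 0.0431 after adjustment over the lists). Without both Fh1−/− replicates 1 and 3 the difference of 0.75 was 0.34 (exact permutation test, p = 0.0179, the smallest that 3 against 5 allow; adjusted 0.113). Ifi202b carries part of it: without this gene, a choice made after seeing the data, the difference was 0.54 (exact permutation test, p = 0.0476, not adjusted), and 0.11 without both replicates as well (p = 0.214). Among the other members Ifitm10, Hmox1 and Nqo1 had log2 fold changes of 2.86, 1.58 and 1.13, and Rplp0, Snx9, Hmgb1 and Tfam 0.47, 0.06, 0.05 and −0.10. Rplp0 is the reference gene of the study's qRT–PCR, so the list mean does not measure inflammation genes alone. Areg and Mb21d1 fell below the filter. The paper states that interferon-stimulated genes increased, Ifi202b most of all (Fig. 1f), and that this went with higher cytokines and chemokines, for which it cites the RNA-seq heat map and qRT–PCR (Fig. 1f,g). By its legend, Fig. 1g shows interferon-stimulated genes by qRT–PCR, another assay on more mice than the libraries used here. A panel of them was also measured by qRT–PCR in kidneys treated with a STING inhibitor (Fig. 3h). These qRT–PCR results were not tested here.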

Deconvolution of the transcriptomics data revealed that immune cells contributed to a low fraction of the signal that was observed (Extended Data Fig. 1e). In addition, although we confirmed the presence of succinated proteins, there were no changes in the expression of CD14 (a marker of immune cells) in *Fh1*^*−/−*^ kidney tissue (Extended Data Fig. 1f), ruling out infiltrating immune cells as the cause of the immune signature observed.

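Markers of leukocytes were at lower levels in Fh1−/− than in Fh1+/+ kidneys at day 10. All 15 pan-leukocyte markers had a log2 fold change below 0 (median −1.02). None passed over all genes with edgeR (9 lower at an unadjusted p under 0.05), 4 fell when adjusted over the list alone (1 fell without both Fh1−/− replicates 1 and 3) and 4 fell with DESeq2. Cd52, Rac2 and Coro1a, expressed across blood cell lineages, had log2 fold changes of −1.21, −1.45 and −1.07. The mean of these markers was 1.89 ± 0.73 log2 CPM (SD, n = 5) in Fh1−/− and 2.98 ± 0.18 (SD, n = 5) in Fh1+/+ kidneys (exact permutation test, two-sided p = 0.0159; 0.0603 after adjustment over the lists). Fh1−/− replicates 1 and 3 had the lowest values, 1.14 in both, and replicate 2 the highest, 2.78. Without both replicates 1 and 3 the difference of −1.09 was −0.595 (exact permutation test, p = 0.0357, adjusted 0.151).

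Of 18 markers of monocytes and macrophages, 14 lay below 0 (median −0.95), among them Fcer1g (−1.14), which lies on chromosome 1 within 4.37 Mb of Fh1, and Ms4a7 (−2.14). With DESeq2 4 were lower and 1 higher, and when adjusted over the list alone 2 fell and 1 rose. The higher one was Cd14, the lipopolysaccharide co-receptor, at 391 ± 482 CPM (SD, n = 5) in Fh1−/− and 10.9 ± 2.02 CPM (SD, n = 5) in Fh1+/+ kidneys (log2 fold change 5.16, standard error 1.17, adjusted p = 0.0474 from edgeR's quasi-likelihood test and 4.2e-05 from DESeq2). Replicates 1 and 3 carry most of this difference: Cd14 was at 869, 8.21, 965, 67.7 and 46.6 CPM in Fh1−/− replicates 1 to 5, 4 of them above every Fh1+/+ library, and its log2 fold change without both replicates 1 and 3 was 1.90. At day 5 Cd14 had a log2 fold change of 0.10 (adjusted p = 1 from edgeR). All 6 tested neutrophil markers lay below 0, with Mmp9 at −3.02, and 1 fell both when adjusted over the list alone and with DESeq2. With camera the pan-leukocyte, monocyte and macrophage, and neutrophil lists were placed downwards (adjusted p = 4.3e-07, 3.8e-04 and 0.0032; adjusted p = 0.476 with an estimated correlation for each), and 10 dendritic cell markers did not pass (0.167). Too few members of the T and NK cell and of the B and plasma cell lists were tested (4 of each; 0 passed with edgeR or DESeq2, and 2 and 1 were lower at an unadjusted p under 0.05) for camera. The mean of 6 T and NK cell markers was −0.58 ± 0.30 log2 CPM (SD, n = 5) in Fh1−/− and 0.33 ± 0.25 (SD, n = 5) in Fh1+/+ kidneys (exact permutation test, p = 0.00794, 0.0431 after adjustment over the lists). Without both Fh1−/− replicates 1 and 3 the difference of −0.91 was −0.87 (exact permutation test, p = 0.0179, the smallest that 3 against 5 allow; adjusted 0.113). B and plasma cell markers did not pass this test (difference −0.58, exact permutation test, p = 0.103). With all libraries kept, lower values are not particular to leukocytes. Beside −1.09 for pan-leukocyte markers, the difference in list mean was −1.30 for fibroblast, pericyte and smooth muscle and −0.92 for endothelial markers. It was −0.64 for podocyte, −0.86 for proximal tubule and −0.69 for loop of Henle markers. None of these passed the same test (exact permutation test, adjusted p = 0.0603, 0.0603, 0.176, 0.343, 0.176 and 0.0603). Without both Fh1−/− replicates 1 and 3 the differences in this order were −0.595, −0.792, −0.144, 0.0543, −0.208 and −0.219. Outside leukocytes and the fibroblast list, the lower values thus rest largely on these replicates. At day 5 the pan-leukocyte and dendritic cell lists were placed downwards (adjusted p = 0.0084 and 0.0017; adjusted p = 0.924 with an estimated correlation for both), and none of their members passed with edgeR or DESeq2 (0 and 1 lower at an unadjusted p under 0.05). The pan-leukocyte list did not pass at day 5 without Fh1−/− replicate 1, 3 or 4 or Fh1+/+ replicate 1 or 5 (adjusted p = 0.229, 0.0586, 0.329, 0.0836 and 0.0682 from camera). The dendritic cell list did not pass without Fh1−/− replicate 1 or 4 (0.0885 and 0.119).

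**Figure D1:**
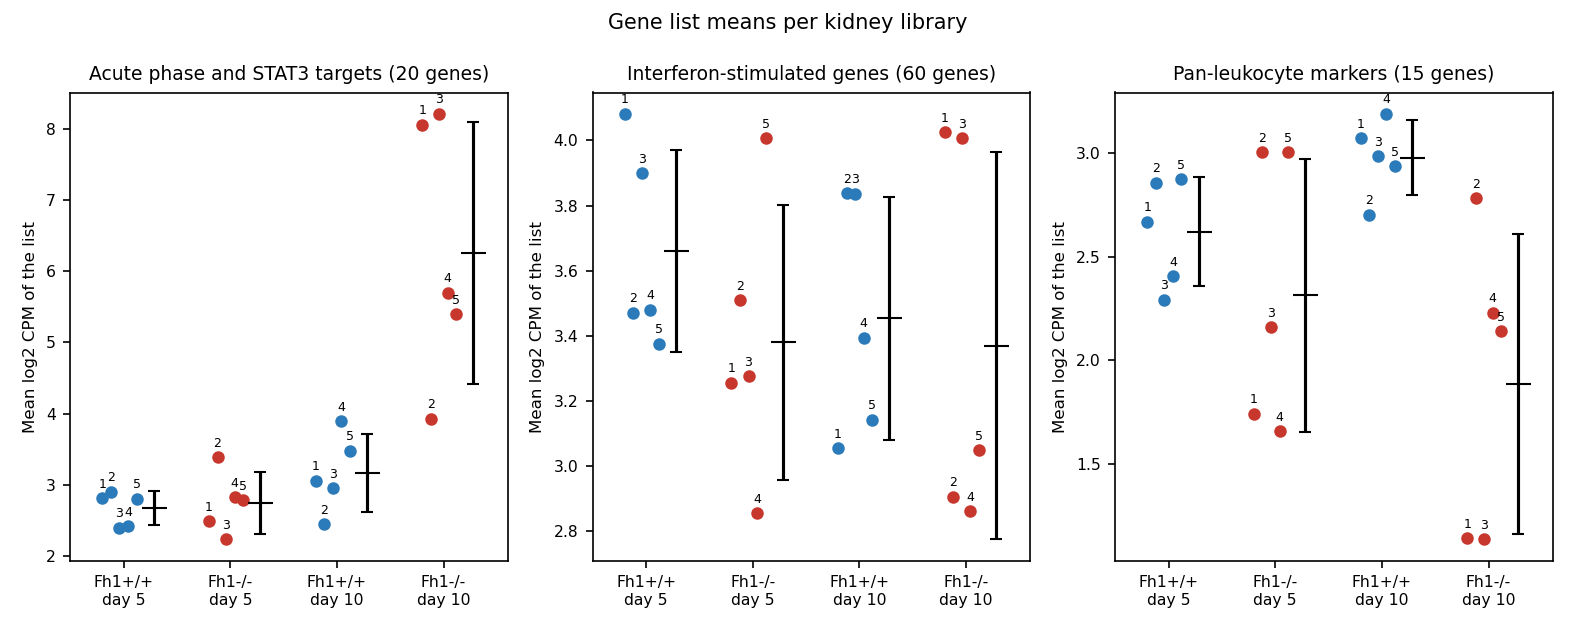
Mean log2 CPM of the acute phase and STAT3 target, interferon-stimulated and pan-leukocyte lists in each kidney library, by genotype and day. Each point is 1 library with its replicate number, and the bar beside each group gives the mean and SD of 5 libraries. At day 10 the Fh1−/− libraries span 3.92 to 8.21 on the acute phase list, 2.86 to 4.03 on the interferon-stimulated list and 1.14 to 2.78 on the pan-leukocyte list.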

To confirm the cell-autonomous nature of the phenotype, we generated epithelial cell lines from *Fh1*^*fl/fl*^ mouse kidneys^8^, hereafter referred to as inducible *Fh1* clones 29 or 33 (*iFh1*^*−/−CL29*^ or *iFh1*^*−/−CL33*^ after recombination and *Fh1* loss) (Extended Data Fig. 2a). Treating *iFh1*^*fl/flCL29*^ and *iFh1*^*fl/flCL33*^ cells with 4-hydroxytamoxifen (4-OHT) resulted in a time-dependent decrease in the mRNA and protein levels of *Fh1*, accompanied by reductions in the mitochondrial membrane potential and respiration; it also induced an early increase in the metabolic markers 2SC and argininosuccinate, followed by the accumulation of fumarate, and transcriptional hallmarks of *Fh1* loss (Fig. 2a,b, Extended Data Fig. 2b–d and Supplementary Fig. 1a–d).

**Fig. 2:**
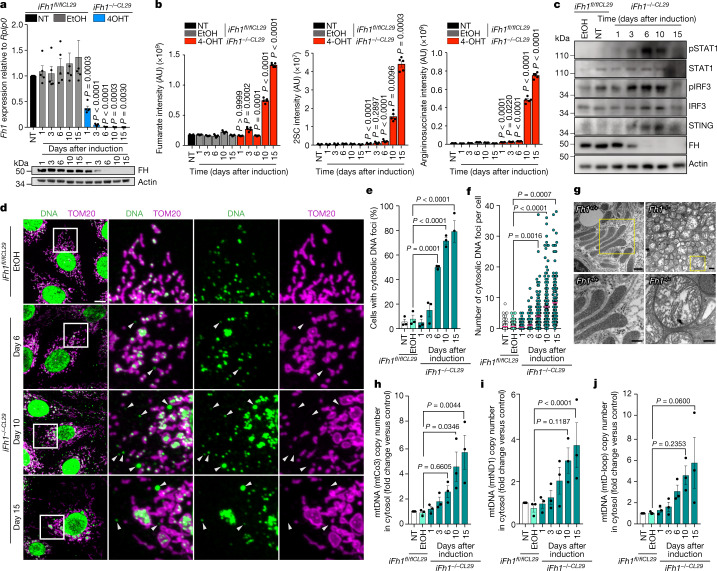
Activation of the cGAS–STING pathway in *Fh1*-deficient cells is triggered by cytosolic mtDNA. **a**, qRT–PCR (top) and immunoblots (bottom) showing the expression levels of *Fh1* (top) or FH protein (bottom) in inducible *iFh1* epithelial kidney cell lines clones 29 (*iFh1*^*fl/flCL29*^) that were not treated (NT) or were treated with either vehicle (ethanol; EtOH) or 4-OHT (*iFh1*^*−/−CL29*^) for the indicated period of time. *n* = 5 independent experiments. **b**, Relative abundance (normalized peak ion intensity) of fumarate (left), 2SC (middle) and argininosuccinate (right) in *iFh1*^*CL29*^ cells measured by LC–MS. *n* = 5 independent experiments. **c**, Immunoblots of specified proteins in *iFh1*^*CL29*^ cells. **d**, Representative confocal images of mitochondrial morphology (TOM20) and DNA foci (DNA) in *iFh1*^*CL29*^ cells. White arrowheads indicate cytosolic DNA foci. Scale bar, 10 μm. **e**,**f**, Percentage of *iFh1*^*CL29*^ cells showing cytosolic DNA foci (**e**) and number of cytosolic DNA foci per cell (**f**) from **d**. *n* = 3 independent experiments. **g**, TEM images of mitochondria from *Fh1*^*+/+*^ and *Fh1*^*−/−*^ adult mouse kidney tissue. Scale bars, 1 μm (top); 500 nm (bottom). **h**–**j**, Quantification of mtDNA copy number by ddPCR using a mtCo3 (**h**), mtND1 (**i**) or mtD-loop (**j**) probe, from isolated cytosolic fractions of *iFh1*^*CL29*^ cells at day 1 to day 15 after induction. *n* = 3 independent experiments. Data are mean ± s.e.m. **a**,**b**, Student’s *t*-test corrected for multiple comparisons with the Holm–Sidak method; *P* values are indicated above each condition and relative to the corresponding vehicle-treated control; **e**,**f**,**h**–**j**, one-way ANOVA with Tukey’s multiple comparisons test. Source data

We then investigated the pathways involved in the activation of inflammation. The binding of conserved features of invading pathogens or that of host components released as a result of cell or tissue damage converges on a central kinase, TBK1, which in turn activates interferon-regulatory factors (IRFs) and leads to the production of pro-inflammatory cytokines, chemokines and type I and III interferons (IFNs)^9^ (Extended Data Fig. 2e). Consistent with the activation of TBK1, we observed a time-dependent phosphorylation of IRF3 and the downstream effector STAT1 in *iFh1*^*−/−CL29*^ cells, accompanied by an upregulation of STING (Fig. 2c) and an increase in the transcription of ISGs in both *iFh1*^*−/−*^ clones (Extended Data Fig. 2f and Supplementary Fig. 1e).

Altogether, these results show that the loss of *Fh1* triggers a cell-autonomous innate immune response that results in the upregulation of ISGs both in vivo and in vitro.

## Loss of *Fh1* induces the release of cytosolic mtDNA

Previous studies have shown that mtDNA and mitochondrial RNA (mtRNA) have a role as potent activators of nucleic-acid-sensing pathways, leading to the activation of different inflammatory pathways^10^. We observed a time-dependent increase in the number of cells containing cytosolic DNA foci, which matched the dynamics of the loss of *Fh1* expression (Fig. 2d–f and Supplementary Fig. 1f,g) and coincided with a progressive remodelling of mitochondrial morphology that was characterized by swollen and swollen-elongated mitochondria (Fig. 2d, Extended Data Fig. 2g–i and Supplementary Fig. 1h–j). A transmission electron microscopy (TEM) analysis of *Fh1*-deficient kidneys (Fig. 2g) and other mouse (Extended Data Fig. 2j) and human^11^ FH-deficient lines identified similar anomalies in mitochondrial ultrastructure. Therefore, we hypothesized that the source of the DNA foci could be mtDNA leaking into the cytosol. To test this, we quantified the mtDNA copy number in isolated cytosolic fractions using droplet digital PCR (ddPCR). We found a time-dependent increase in mtDNA copy number in the cytosol of both *iFh1*^*−/−CL29*^ and *iFh1*^*−/−CL33*^ cell lines (Fig. 2h–j and Supplementary Fig. 1k–m).

To determine whether this phenotype was maintained over time, we resorted to the chronic model of *Fh1* loss that we previously generated^12^ (hereafter termed *cFh1*^*fl/fl*^ for the control line and *cFh1*^*−/−CL1*^ and *cFh1*^*−/−CL19*^ for the two Fh1-deficient clones) (Supplementary Fig. 2a). Similar to *iFh1*^*−/−*^ cells, both *cFh1*^*−/−*^ cell lines exhibited anomalies in mitochondrial morphology (Extended Data Fig. 3a–e and Supplementary Fig. 2b). In addition, both *cFh1*^*−/−*^ cell lines showed the release of mtDNA into the cytosol, activation of the STING–TBK1–IRF3 cascade and upregulation of the expression of ISGs (Extended Data Fig. 3f–l). All aspects of this phenotype were fully rescued by the re-expression of exogenous *Fh1* (Extended Data Fig. 3c–l). Together, these results indicate that the loss of *Fh1* induces a chronic release of mtDNA into the cytosol, which triggers a persistent inflammatory response.

We also showed that cells deficient for the B subunit of succinate dehydrogenase (SDH)^13^, another TCA-cycle enzyme, exhibited no significant enrichment in immune-related processes, no major changes in mitochondrial morphology, low levels of cytosolic mtDNA and low transcription levels of *Ifnb1*, ISGs and *Hmox1* (Supplementary Fig. 3a–k). Furthermore, expressing NDI1 (ref. ^14^) to restore the defects in the electron transport chain that were observed in *Fh1*-deficient cells^15^ did not rescue any phenotype (Supplementary Fig. 4).

Together, these results suggest that the loss of FH activity, rather than an overall impairment of the TCA cycle or mitochondrial metabolism, is responsible for the activation of the inflammatory response.

## Fumarate phenocopies *Fh1* loss

We then tested whether fumarate could be the main driver behind this effect (Extended Data Fig. 1c), by treating *cFh1*^*fl/fl*^ cells with a cell-permeable derivative of fumarate, monomethyl fumarate (MMF), which is known to increase the cellular levels of fumarate without substantially affecting its reactivity^16^ (Supplementary Fig. 5a). Treatment with MMF phenocopied the effects of *Fh1* loss, inducing the dose- and time-dependent expression of hallmarks of *Fh1* loss, 2SC and fumarate at levels similar to those in *iFh1*^*−/−*^ cells, early mitochondrial accumulation of succinated proteins, mitochondrial network remodelling, cytosolic mtDNA release, activation of the TBK1 cascade and expression of ISGs (Fig. 3a–f and Extended Data Figs. 4 and 5). Expression of cytosolic *Fh1*, which partially restores the oxygen consumption rate (OCR) and the levels of fumarate, but still leads to increased mitochondrial succination, only partially rescued the phenotype (Extended Data Fig. 6), suggesting that increased mitochondrial fumarate levels are primarily responsible for mtDNA release. Treatment with a cell-permeable form of succinate, which accumulates in SDH-deficient cells and tissues and to a much lesser extent also in FH-deficient conditions^17^, had no such effect (Extended Data Fig. 7a–d and Supplementary Fig. 5b–f). Similarly, treatment with the TCA-cycle-derived metabolites α-ketoglutarate or 2-hydroxyglutarate had no effect compared to MMF treatment (Extended Data Fig. 7e–g and Supplementary Fig. 5g).

**Fig. 3:**
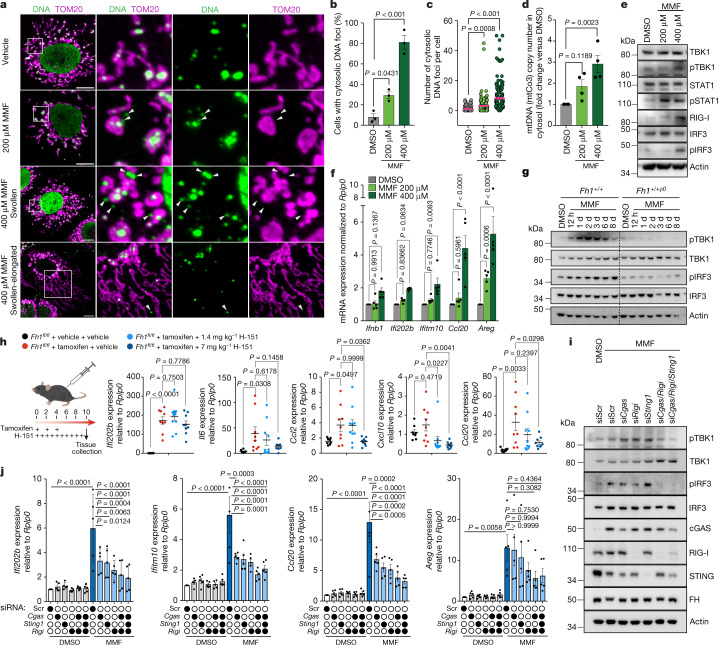
Fumarate induces a remodelling of mitochondrial morphology and the release of mtDNA. **a**–**f**, Chronic *Fh1* kidney cells (*cFh1*^*fl/fl*^) were treated with 200 μM or 400 μM MMF or vehicle (dimethyl sulfoxide; DMSO) for 8 days. *n* = 3 independent experiments (unless otherwise specified). In **g**, *iFh1*^*fl/flCL29*^ cells were treated with 400 μM MMF or DMSO for 8 days. **a**, Representative confocal images of mitochondrial morphology (TOM20) and DNA foci (DNA) in *cFh1*^*fl/fl*^ cells. White arrowheads indicate cytosolic DNA foci. Scale bars, 10 μm. **b**,**c**, Percentage of *cFh1*^*fl/fl*^ cells showing cytosolic DNA foci (**b**) and number of cytosolic DNA foci per cell (**c**) from **a**. **d**, Quantification of mtDNA copy number by ddPCR using a mtCo3 probe, from isolated cytosolic fractions of *cFh1*^*fl/fl*^ cells. **e**, Immunoblots of specified proteins in *cFh1*^*fl/fl*^ cells. **f**, ISG expression in *cFh1*^*fl/fl*^ cells measured by qRT–PCR. *n* = 5 independent experiments. **g**, Immunoblots of specified proteins in *iFh1*^*fl/flCL29*^ and mtDNA-depleted *iFh1*^*fl/flCL29ρ0*^ cells. **h**, mRNA expression of a panel of ISGs in mouse kidney tissue treated with the STING inhibitor H-151, measured by qRT–PCR. *n* = 9 mice per group. **i**,**j**, Immunoblots of specified proteins (**i**) and ISG expression measured by qRT–PCR (**j**) in *cFh1*^*fl*^^/^^*fl*^ cells treated with 400 µM MMF or DMSO for 8 d, and transfected with the indicated siRNAs (Scr, scramble). *n* = 5 independent experiments. Data are mean ± s.e.m. **b**–**d**,**f**,**j**, One-way ANOVA with Tukey’s multiple comparison test; **h**, one-way ANOVA with Dunnett’s multiple comparison test. Source data

To further confirm the role of mtDNA release in our model, we generated mtDNA-depleted *iFh1*^*fl/flCL29ρ0*^ (that is, *Fh1*^*+/+ρ0*^) cells (Extended Data Fig. 8a). MMF-treated *Fh1*^*+/+ρ0*^ cells did not show any increase in phosphorylated TBK1 (pTBK1) and pIRF3 (Fig. 3g), or other downstream ISG targets (Extended Data Fig. 8b).

These results show that fumarate and cytosolic mtDNA are the trigger and the ensuing stimulus, respectively, that account for the activation of the innate immune response that is observed in *Fh1*-deficient cells.

## Fumarate induces activation of cGAS and RIG-I

The presence of cytosolic mtDNA and the activation of the TBK1–IRF3 cascade in *Fh1*-deficient cells suggests that the cGAS–STING pathway might be involved in eliciting the observed inflammatory phenotype. We observed increased cytosolic cGAS in MMF-treated cells (Extended Data Fig. 8c,d) and showed that the pharmacological inhibition of cGAS in MMF-treated cells, *iFh1*^*−/−CL29*^ and *cFh1*^*−/−CL1*^ cells using RU.521 (ref. ^18^) lowered the expression levels of ISGs (Extended Data Fig. 8e–g). The in vivo pharmacological inhibition of STING also partially rescued the upregulation of ISGs (Fig. 3h and Extended Data Fig. 8h), indicating that the cGAS–STING pathway is a crucial part of the inflammatory response induced both in vitro and in vivo.

Notably, we found that silencing the cytosolic RNA sensor RIG-I (*Rigi*), but not its adaptor protein *Mavs* or the RNA sensor *Mda5* (also known as *Ifih1*), also reduced the levels of TBK1 and IRF3 phosphorylation in *iFh1*^*−/−CL29*^ cells (Extended Data Fig. 8i and Supplementary Fig. 6a). Similarly, although the individual silencing of *Sting1*, *Cgas* or *Rigi* in MMF-treated cells had a mild effect, their simultaneous knockdown enhanced the rescue of TBK1 and IRF3 phosphorylation and ISG expression (Fig. 3i,j and Supplementary Fig. 6b).

Together, these results indicate that a complex network that includes at least two cytoplasmic nucleic-acid sensors—cGAS and RIG-I—activates the TBK1–IRF3-dependent response after the release of mtDNA into the cytosol.

## mtDNA is released through SNX9-dependent MDVs

To gain insight into the mechanism of mtDNA release mediated by FH deficiency, we used *cFh1*^*−/−CL1*^ cells to perform a targeted small interfering RNA (siRNA) screen. The double silencing of *Bax* and *Bak1*, which are involved in mtDNA release^19^, did not rescue cytosolic mtDNA release (Extended Data Fig. 9a–d and Supplementary Fig. 7). Of note, deletion of *Fh1* did not lead to the release of cytochrome *c* or the recruitment of BAX to mitochondrial membranes (Extended Data Fig. 9e,f). Knockdown of *Vdac1*, which has been shown to facilitate mtDNA release^20^, was also unable to rescue the phenotype (Extended Data Fig. 9a–d and Supplementary Fig. 7). Knockdown of the main regulators of mitochondrial fusion and fission^21^, or *Cgas*, *Sting1* and *Rigi*, did not affect mtDNA release (Extended Data Fig. 9a–d and Supplementary Fig. 7). Finally, the levels of TFAM (transcription factor A, mitochondrial) were unchanged in our models (Supplementary Fig. 8), ruling out a role for TFAM depletion in fumarate-dependent mtDNA release^22^.

As an alternative way to communicate with other organelles and transport mitochondrial content without affecting the integrity of membranes, mitochondria can generate small-vesicle carriers known as mitochondrial-derived vesicles (MDVs)^23^. TEM imaging of *Fh1*^*−/−*^ mouse kidneys revealed double-membrane-bound, low-density-content vesicles protruding from mitochondria, similar to budding MDVs^24^ (Fig. 4a). The role of SNX9 (an endocytic accessory protein) and RAB9 in the release of MDVs was previously reported^25^. Here, the silencing of *Snx9*, but not *Rab9*, significantly reduced the release of mtDNA in both *cFh1*^*−/−CL1*^ and *cFh1*^*−/−CL19*^ cells (Extended Data Figs. 9a–d and 10a–c and Supplementary Fig. 7). Loss of *Snx9* also decreased the activation of TBK1–IRF3 phosphorylation, without restoring defects in mitochondrial morphology (Extended Data Fig. 10d–f). Finally, these results were confirmed in *iFh1*^*−/−*^ cells at 10 and 15 days after induction (Extended Data Fig. 10g–l and Supplementary Fig. 9a). Together, these results indicate that SNX9 has a crucial role in the inflammatory response that is induced by cytosolic mtDNA release.

**Fig. 4:**
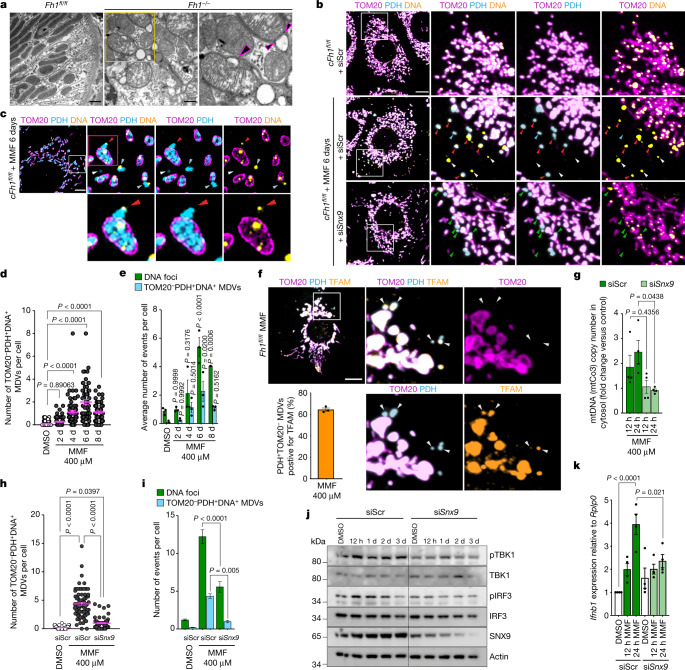
mtDNA is conveyed to the cytosol by MDVs. For all panels: *n* = 3 independent experiments (unless otherwise specified). In **b**,**c**,**f**,**h**,**i**, *cFh1*^*fl/fl*^ cells were treated with 400 μM MMF or vehicle (DMSO) for 6 days. For immunofluorescence experiments, mitochondria or MDVs were labelled using anti-TOM20, anti-PDH and anti-TFAM antibodies and DNA with an anti-DNA antibody. **a**, TEM images of *Fh1*^*+/+*^ and *Fh1*^*−/−*^ mouse kidney showing potential vesicle budding at the mitochondrial surface (black arrowheads). Scale bars, 1 μm. **b**, Representative confocal images of *cFh1*^*fl/fl*^ cells transfected with the indicated siRNAs. Red arrowheads: TOM20^−^PDH^+^DNA^+^ MDVs; blue arrowheads: TOM20^−^PDH^+^DNA^−^ MDVs; white arrowheads: cytosolic DNA foci; green arrowheads: stalled TOM20^−^PDH^+^DNA^+^ MDV budding events. Scale bar, 10 μm. **c**, Representative N-structured illumination microscopy (N-SIM) super-resolution images of MMF-treated *cFh1*^*fl/fl*^ cells. Red arrowheads: TOM20^−^PDH^+^DNA^+^ MDV budding event; blue arrowheads: TOM20^−^PDH^+^DNA^+^-released MDVs. Scale bar, 5 μm. **d**,**e**, Quantification of TOM20^−^PDH^+^DNA^+^ MDVs (**d**), and compared to cytosolic DNA foci (**e**) in *cFh1*^*fl/fl*^ cells; *P* values are relative to the corresponding DMSO-treated control. **f**, Representative confocal images of MMF-treated *cFh1*^*fl/fl*^ cells. White arrowheads: TOM20^−^PDH^+^TFAM^+^ MDVs. Scale bar, 10 μm. Bottom left, histogram showing the quantification of TOM20^−^PDH^+^ MDVs that are positive for TFAM. **g**, Quantification of mtDNA copy number by ddPCR using a mtCo3 probe from isolated cytosolic fractions of MMF-treated *cFh1*^*fl/fl*^ cells (12 h or 24 h), and pre-transfected with the indicated siRNAs. *n* = 4 independent experiments. **h**,**i**, Quantification of TOM20^−^PDH^+^DNA^+^ MDVs (**h**) and compared to cytosolic DNA foci (**i**) in MMF-treated *cFh1*^*fl/fl*^ cells and pre-transfected with the indicated siRNAs. **j**,**k**, Immunoblots of specified proteins (**j**) and *Ifnb1* mRNA expression measured by qRT–PCR (**k**) in *cFh1*^*fl/fl*^ cells transfected with the indicated siRNAs and treated with MMF for the indicated period of time. Data are mean ± s.e.m. **d**,**g**–**i**,**k**, One-way ANOVA with Tukey’s multiple comparisons test; **e**, two-way ANOVA with Tukey’s multiple comparisons test. Source data

One of the hallmarks of MDVs is their cargo selectivity^23^. We observed an increase in vesicles that were positive for the matrix protein pyruvate dehydrogenase (PDH) but negative for the outer-mitochondrial-membrane protein TOM20 (TOM20^−^PDH^+^) in MMF-treated cells (Fig. 4b–e and Extended Data Fig. 11a–c). Notably, most of these vesicles also contained DNA (TOM20^−^PDH^+^DNA^+^) (Fig. 4d,e and Extended Data Fig. 11a,b). Microscopy analysis (Fig. 4f and Extended Data Fig. 11d) also revealed the presence of the nucleoid-associated protein TFAM inside these TOM20^−^PDH^+^ and TOM20^−^PDH^+^DNA^+^ MDVs, confirming the mitochondrial origin of the cytosolic DNA foci. Lattice structured illumination microscopy (SIM) analysis showed that these TOM20^−^PDH^+^DNA^+^ MDVs exhibited, on average, a Feret’s diameter of 0.45 µm and an area of 0.2 µm^2^ (Extended Data Fig. 11e–g and Supplementary Fig. 9b). We also confirmed the presence of TOM20^−^PDH^+^DNA^+^ MDVs from as early as day 3 after the loss of *Fh1* in *iFh1*^*−/−CL29*^ cells (Extended Data Fig. 11h,i), corroborating the early activation of the ISG response that was observed in this inducible model. Finally, treating *Fh1*^*+/+ρ0*^ cells with MMF did not reveal the presence of TOM20^−^PDH^+^ MDVs (Extended Data Fig. 12a,b), indicating that the presence of mtDNA is necessary for the formation of MDVs triggered by fumarate.

Silencing *Snx9* before treatment with MMF resulted in a reduction not only in mtDNA release in the cytosol (Fig. 4b,g and Extended Data Fig. 12c), but also in the number of TOM20^−^PDH^+^DNA^+^ MDVs in the cytosol (Fig. 4h,i), and was accompanied by the detection of arrested budding vesicles at the mitochondrial membrane (Fig. 4b). Finally, blocking the release of MDVs also affected the activation of the nucleic-acid-sensing pathway, as silencing *Snx9* mitigated the activation of TBK1–IRF3 and the expression of *Ifnb1* and ISGs that was observed after treatment with MMF (Fig. 4j,k and Extended Data Fig. 12d).

Altogether, these results indicate that the accumulation of fumarate drives the SNX9- and MDV-dependent release of mtDNA into the cytosol to trigger innate immunity.

## Loss of FH causes inflammation in renal cancer

We next investigated whether this inflammatory response could be relevant in patients with HLRCC. Gene set enrichment analysis (GSEA) of a published HLRCC gene expression dataset revealed a chronic inflammatory response, with an activation of innate immunity and DNA-sensor pathways similar to that observed in vivo (Fig. 5a), and quantitative PCR with reverse transcription (qRT–PCR) showed an upregulation of the same key markers in *FH*-deficient tumours (Fig. 5b). We also estimated the cellular composition of bulk RNA-sequencing datasets of *FH*-deficient renal cell carcinomas (RCCs), *SDH*-deficient RCCs and common RCC subtypes from The Cancer Genome Atlas (TCGA) by deconvolution of the transcriptomics data (Fig. 5c). This showed that there were significant differences in the contributions of major cell lineages, with the contribution of leukocytes being higher in *FH*-deficient RCCs than in normal tissue and other subtypes of RCCs. In line with our data, this contribution was also lower in *SDH*-deficient RCCs (Fig. 5c). Finally, we also found that *FH*-deficient tumour tissue exhibited increased levels of interleukin-6 (IL-6), but not IL-10, confirming the presence of an inflammatory milieu in these tumour tissues (Fig. 5d). These results suggest that the immune phenotype associated with loss of *Fh1* that we observed in mice may be relevant to human tissue that lacks *FH*.

**Fig. 5:**
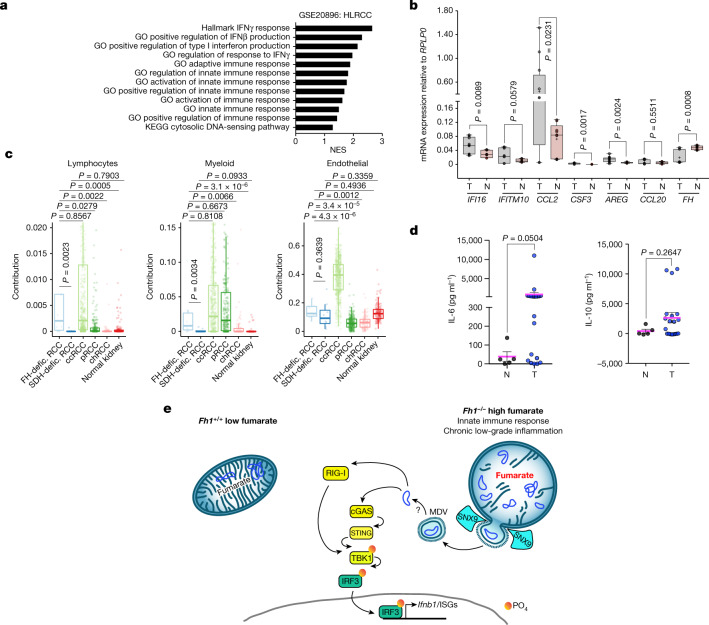
*FH*-deficient tumour tissue is characterized by an inflammatory signature. **a**, GSEA of the gene expression profile of HLRCC tumour versus normal tissue. **b**, mRNA expression of a panel of ISGs in HLRCC tumour versus normal tissue measured by qRT–PCR; N, normal (healthy individuals); T, tumour (patients with HLRCC). *n* = 3 serum samples for each N and T, in 3 technical replicates each. **c**, Cellular composition of the bulk RNA-sequencing datasets from *FH*-deficient RCCs, *SDH*-deficient RCCs and common RCC subtypes from TCGA (as described in the Methods). ccRCC, clear cell RCC; pRCC, papillary RCC; chRCC, chromophobe RCC. **d**, Levels of IL-6 and IL-10 in HLRCC tumour versus normal tissue measured by enzyme-linked immunosorbent assay (ELISA). *n* = 5 and 20 samples for normal tissue (N) and *FH*-deficient HLRCC tumour tissue (T), respectively. **e**, Schematic of the pathway. Loss of *Fh1* in the mouse kidney results in profound metabolic adaptations and mitochondrial network remodelling mediated by fumarate within the cell. Increased levels of fumarate lead to the release of mtDNA in the cytosol through an SNX9-dependent MDV-mediated mechanism, which results in the activation of the cGAS–STING pathway as well as RIG-I, upregulation of genes involved in the innate immune response and chronic low-grade inflammation. Data are mean ± s.e.m. **b**, Unpaired two-tailed *t*-test; **c**, Wilcoxon rank sum test, *P* < 0.05 (Benjamini–Hochberg adjustment); **d**, unpaired two-tailed Mann–Whitney test. Source data

## Discussion

In this work, we have shown that fumarate results in a remodelling of the mitochondrial network, the release of mtDNA into the cytosol and the activation of the innate immune response (Fig. 5e). Although this response emerges quickly, it persists over time, and is also seen in patients with HLRCC, suggesting that there is a direct interplay between mtDNA release, chronic inflammation and tumorigenesis in HLRCC.

Our results reveal that in addition to cGAS, RIG-I, which can recognize short viral double-stranded RNA and DNA^26^ and is linked to the STING sensing pathway^27^, also has a role. However, the silencing of *Mavs* had no effect on TBK1–IRF3 signalling, suggesting that RIG-I has a non-canonical function.

Although VDAC1 oligomerization^20^, the opening of the mitochondrial permeability transition pore^28^ and BAX and BAK pores^19^ have been proposed to allow mtDNA release, we found that mtDNA is transported to the cytosol through SNX9-dependent MDVs, an alternative mechanism that preserves membrane integrity (Fig. 5e).

Overall, this study expands our understanding of how mitochondria can affect innate immune responses and provides a basis for further investigations of metabolite-driven immunopathology.

## Methods

### Mice

Mice were of mixed genetic background C57BL/6 and 129/SvJ. Mice were bred and maintained under specific-pathogen-free conditions at the Breeding Unit (BRU) at the CRUK Cambridge Institute. *Fh1*^*fl/fl*^ (ref. ^4^) and *R26-Cre-ERT2* (ref. ^5^) mice were gifts from E. Gottlieb and D. Winton, respectively. Experimental mice were homozygous for the conditional LoxP-exon3/4-LoxP *Fh1* allele and expressed the Cre recombinase–ERT2 fusion under control of the *Rosa26* promoter (*Fh1*^*fl/fl*^*; R26 CreERT2/CreERT2*). Littermate controls lacked the LoxP-exon3/4-LoxP allele but also expressed the *CreERT2* allele under the control of the *Rosa26* promoter (*Fh1*^*+/+*^*; R26 CreERT2/CreERT2*). Control mice were induced and euthanized at the same time as their experimental littermates. In vivo experiments (tamoxifen induction) were performed under specific-pathogen-free conditions at the BRU at the CRUK Cambridge Institute. All mouse experiments were performed in individually ventilated cages under the Animals (Scientific Procedures) Act 1986 (project licence P8A516814). The experiments were not randomized, and investigators were not blinded to treatment status during experiments and outcome assessment. Mice of both sexes were used and the sample size was initially set at 10 per group on the basis of previous experiments to account for potential losses during experiments and allow statistical analysis.

### Tamoxifen and H-151 preparation and treatment

In brief, 5 ml ethanol was added slowly to 1 g of tamoxifen (Sigma-Aldrich) in a 50-ml Falcon tube. The tamoxifen and ethanol mix was sonicated at 40% amplitude in 20-s pulses until the tamoxifen was completely dissolved. Then, 50 ml of corn oil (Sigma-Aldrich) pre-heated at 50 °C was added immediately to the tamoxifen and ethanol mix to obtain a 20 mg ml^−1^ tamoxifen stock solution. The tube was then vortexed and incubated for up to 12 h in an orbital shaker at 50 °C to ensure adequate solubilization. Aliquots of 5 ml were then stored indefinitely at −20 °C. H-151 (InvivoGen) was diluted in DMSO to obtain 20 mg ml^−1^ or 4 mg ml^−1^, and was further diluted in sterile phosphate-buffered saline (PBS) to obtain a 5% DMSO concentration before injection into mice. Aliquots of 2 ml were then stored at −20 °C. Before injection, the mixture was allowed to warm up to room temperature. Age-matched mice (between 10 and 12 weeks old) were used in all experiments. Each mouse received three doses of 2 mg tamoxifen by intraperitoneal injection. Tamoxifen was administered every other day to allow mice to recover between doses. Mice received a daily dose of 7 mg per kg or 1.4 mg per kg H-151 by intraperitoneal injection.

### Tissue collection

Mice were killed by cervical dislocation and the kidneys were speedily collected and processed for further analysis using electron microscopy, gene expression, mass spectrometry or staining (see below for specific applications).

### Electron microscopy

Tissue samples were fixed overnight at 4 °C in 2.5% glutaraldehyde (Sigma-Aldrich) and 2% paraformaldehyde (PFA; Polysciences) in 0.1 mol l^−1^ sodium cacodylate buffer pH 7.4. The samples were post-fixed with 1% osmium tetroxide 1% (EMS) in 0.1 mol l^−1^ sodium cacodylate buffer for 1 h at 4 °C. After three water washes, samples were dehydrated in a graded ethanol series and embedded in epoxy resin (Sigma-Aldrich). Ultrathin sections (60–70 nm) were obtained with an Ultrotome V (LKB) ultramicrotome, counterstained with uranyl acetate and lead citrate and viewed with a Tecnai G^2^ (FEI) transmission electron microscope operating at 100 kV. Images were captured with a Veleta (Olympus Soft Imaging System) digital camera.

### Tissue processing for gene expression analysis

For gene expression analyses, kidneys were snap-frozen in liquid nitrogen and stored at −80 °C until processing for RNA extraction. In brief, approximately 10–20-mg chunks of snap-frozen kidney (either mouse or human tissue) were placed in PreCellys tubes (Stretton Scientific Ltd) containing 600 μl ice-cold RNALater solution (Qiagen AllPrep DNA/RNA) for homogenization at 5,500 rpm for 2 min and spun at maximum speed for 10 min in a refrigerated centrifuge to pellet cell debris. The supernatant was used for total RNA isolation using the AllPrep DNA/RNA Kit (Qiagen) following the manufacturer’s instructions. For RNA sequencing, RNA was resuspended in water and the concentration was determined using a Qubit 2.0 fluorimeter (Life Technologies) following the manufacturer’s instructions. RNA quality was determined using the RNA 6000 Nano Kit (Agilent) and Agilent 2100 system Bioanalyzer system following the manufacturer’s instructions.

### RNA sequencing

RNA sequencing was performed at the CRUK Cambridge Institute Genomics Core Facility using the Illumina Truseq stranded mRNA (HT) kit for RNA-sequencing polyA capture on a Illumina HiSeq4000 sequencer.

Reads were mapped to the mouse reference genome GRCm38 with the STAR (v.2.6.0c) aligner^29^. Low-quality reads (mapping quality < 20) as well as known adapters and artefacts were filtered out using Cutadapt (v.1.10.0). Read counting was performed using the Bioconductor package Rsubread (v.1.28.1) (https://github.com/LTLA/csawUsersGuide) and gene annotations from GENCODE (release M17). Differential expression analysis was carried out with DESeq2 (v.1.18.1)^30^. The conditions were contrasted against the wild-type samples. Genes were identified as differentially expressed with a false discovery rate (FDR) cut-off of 0.01 and an absolute value of log_2_FC (log_2_ of the fold change) > 0.58.

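At these thresholds 4 genes rose and 4 fell in Fh1−/− kidneys at day 10 with edgeR's quasi-likelihood test, of 14360 tested. The genes that rose were Ifi202b, Fgg, Fkbp5, a co-chaperone of the glucocorticoid receptor, and Fgf18, a fibroblast growth factor. Fkbp5 was at 535 ± 86.1 CPM (SD, n = 5) in Fh1−/− and 99.5 ± 39.5 CPM in Fh1+/+ kidneys, a log2 fold change of 2.41 (standard error 0.28, adjusted p = 0.0091 from edgeR). Fgf18 was at 11.5 ± 5.99 and 1.39 ± 0.29 CPM, a log2 fold change of 3.03 (standard error 0.36, adjusted p = 0.0092 from edgeR). The genes that fell were Cfap126, a ciliary protein, with a log2 fold change of −3.28 (standard error 0.27, adjusted p = 0.0018 from edgeR), the phosphatase Dusp23 (−1.37, adjusted p = 0.0075), Klhdc9 (−0.88, adjusted p = 0.0091) and Pyhin1. Each of the 8 separated all 5 Fh1−/− from all 5 Fh1+/+ libraries. Over all genes tested 635 were higher and 492 lower in every Fh1−/− library than in every Fh1+/+ library at day 10, which is 7.85% against 0.794% by chance, and at day 5 the share was 0.909%.

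At day 5, 3 genes rose and 2 fell of 14404 tested. Beside Ifi202b, Olfml2b, which encodes an extracellular olfactomedin-like protein, was at 7.50 ± 1.57 CPM (SD, n = 5) in Fh1−/− and 2.58 ± 0.32 CPM in Fh1+/+ kidneys (log2 fold change 1.53, standard error 0.17, adjusted p = 0.0079 from edgeR). Ocel1 was at 28.6 ± 6.44 and 12.3 ± 0.90 CPM (log2 fold change 1.21, adjusted p = 0.0084). Cfap126 and Dusp23 fell at day 5 too, with log2 fold changes of −3.04 and −1.28 (adjusted p = 7.3e-04 and 0.0058 from edgeR). Position near Fh1 was tested with values of the study's Supplementary Table 1, from the same libraries, already seen. The p-values of this test are thus not those of a blind test. Of the 5 genes at day 5, 4 lie within 20 Mb of Fh1 on chromosome 1, against 265 of all 14368 genes with a known position (Fisher's exact test, two-sided p = 5.6e-07). At day 10, 5 of the 8 genes do so (Fisher's exact test, p = 1.1e-07). With DESeq2 14 of 31 calls at day 5 lie there (odds ratio 46.1, against 215.7 with edgeR), but only 30 of 795 at day 10 (odds ratio 2.23, against 90.0 with edgeR), so most DESeq2 calls at day 10 lie elsewhere. Cfap126 lies from 171113918 to 171126967, Klhdc9 from 171358446 to 171360798, Dusp23 from 172630764 to 172632962 and Olfml2b from 170644532 to 170682789 of chromosome 1 of GRCm38. Between day 5 and day 10 in Fh1+/+ kidneys 0 of 14501 genes passed with edgeR and 0 with DESeq2, and 575 had an unadjusted p under 0.05 from edgeR.

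With DESeq2 501 genes rose and 295 fell at day 10, and 14 rose and 17 fell at day 5, among them all of the edgeR calls. With edgeR, the day 10 count of 8 was 235 without Fh1−/− replicate 2 and 0 to 5 without any other single library. Cfap126 and Ifi202b kept their calls in 8 and 6 of 10 such fits at day 10 and in 10 of 10 at day 5. At day 10 Fgg, Fgf18, Klhdc9 and Pyhin1 kept theirs in 1, Fkbp5 in 3 and Dusp23 in 2. Without both Fh1−/− replicates 1 and 3, Cfap126 and Fgf18 were the 2 genes that passed at day 10, a choice made after seeing the data. At day 5 Olfml2b kept its call in 0 of 10, Dusp23 in 1 and Ocel1 in 2. Pyhin1, whose mean lies below the 1 CPM set for naming a gene, and the genes named for the difference between the days were chosen after their values were seen.

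**Figure D2:**
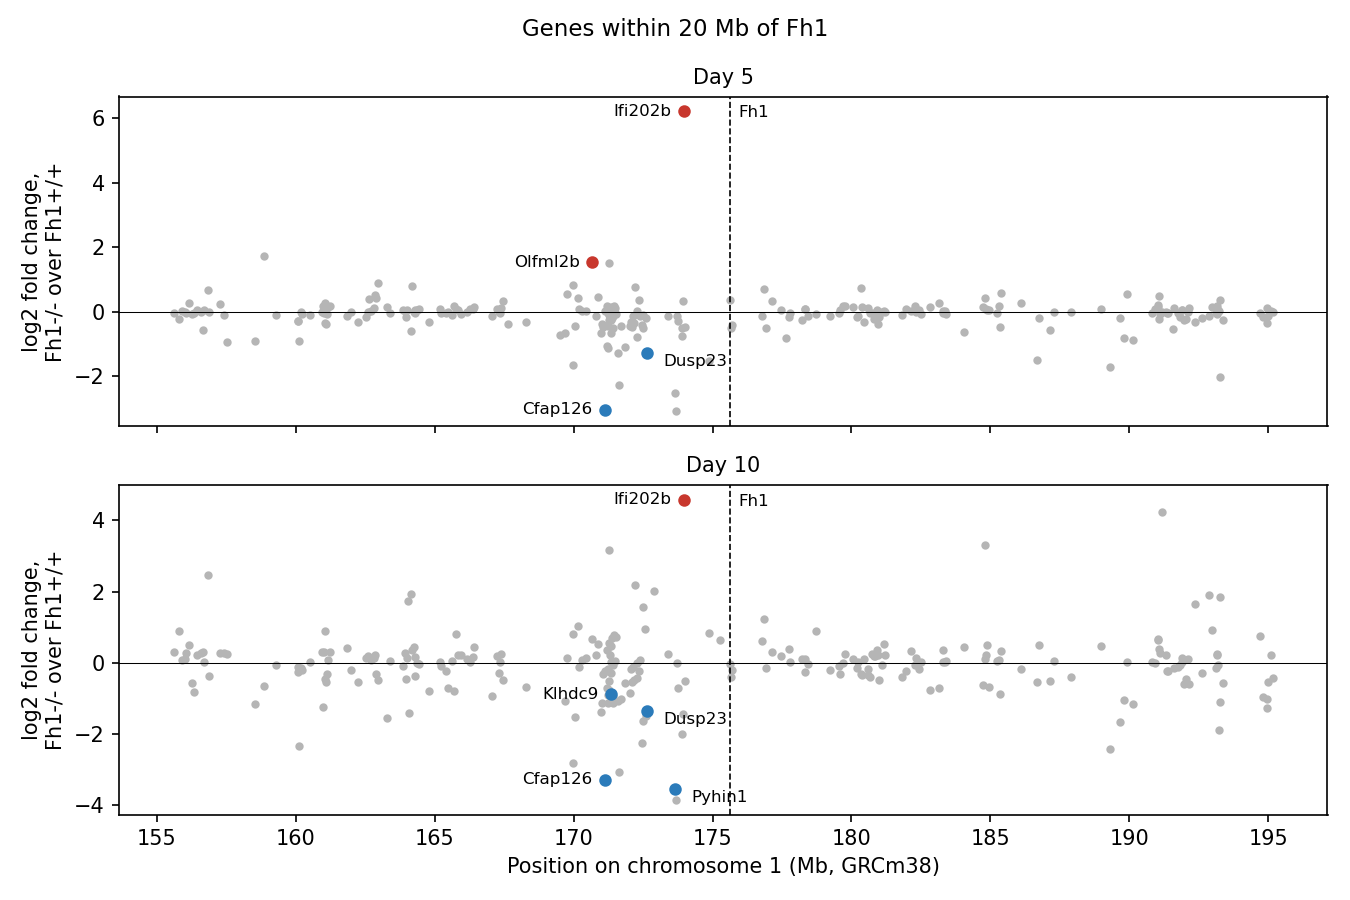
Log2 fold change of each tested gene within 20 Mb of Fh1 against its position on chromosome 1 of GRCm38 in Mb, at day 5 and day 10. Red points rose and blue points fell at the thresholds, grey points did not pass, and the dashed line marks Fh1, whose own value is not drawn. The genes that passed lie on one side of Fh1, Ifi202b at 1.62 Mb and Olfml2b at 4.92 Mb from it.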

### LC–MS for untargeted metabolomics analysis of mouse tissues

Snap-frozen tissue specimens were cut and weighed into PreCellys tubes (Stretton Scientific). An exact volume of extraction solution (30% acetonitrile, 50% methanol and 20% water) was added to obtain 40 mg specimen per ml of extraction solution. Tissue samples were lysed using a PreCellys 24 homogenizer (Stretton Scientific) at 5,500 rpm for 2 min. The suspension was mixed and incubated for 1 h at −20 °C, followed by 15 min at 4 °C in a thermomixer (Eppendorf), followed by centrifugation (16,000*g*, 15 min at 4 °C). The supernatant was collected and transferred into autosampler glass vials, which were stored at −80 °C until further analysis. To avoid bias due to machine drift, samples were randomized and processed blindly. A Dionex U3000 UHPLC system coupled to a Q Exactive mass spectrometer (Thermo Fisher Scientific) was used to perform the LC–MS analysis. Five microlitres of sample was injected onto a Sequant ZIC-pHILIC column (150 × 2.1 mm, 5 µm) and guard column (20 × 2.1 mm, 5 µm) (both Merck Millipore) for the chromatographic separation, as previously described^13^. The column oven temperature was maintained at 45 °C. The mobile phase was composed of 20 mM ammonium carbonate and 0.1% ammonium hydroxide in water (mobile phase A), and acetonitrile (mobile phase B). The flow rate was set at 0.2 ml per min with the following gradient: 80% B for 2 min, linear decrease to 20% of B 15 min. Both solvents were then brought back to the initial conditions and maintained for 8 min. The mass spectrometer was operated in full MS (50–750 *m*/*z*) and polarity switching mode. The acquired spectra were analysed using XCalibur Qual Browser and XCalibur Quan Browser software (Thermo Fisher Scientific) by referencing to an internal library of compounds.

### Metabolite analysis

LC–MS analysis was performed on a Q Exactive Orbitrap mass spectrometer coupled to a Dionex UltiMate 3000 Rapid Separation LC system (Thermo Fisher Scientific). The LC system was fitted with either a SeQuant Zic-HILIC column (column A, 150 mm × 4.6 mm, 5 μm), or a SeQuant Zic-pHILIC (column B, 150 mm × 2.1 mm, 5 μm) with the corresponding guard columns (20 mm × 2.1 mm, 5 μm) (both from Merck Millipore). With column A, the mobile phase was composed of 0.1% aqueous formic acid (solvent A) and 0.1% formic acid in acetonitrile (solvent B). The flow rate was set at 300 μl per min and the gradient was as follows: 0–5 min 80% B, 5–15 min 30% B, 15–20 min 10% B, 20–21 min 80% B, hold at 80% B for 9 min. For column B, the mobile phase was composed of 20 mM ammonium carbonate and 0.1% ammonium hydroxide in water (solvent C), and acetonitrile (solvent D). The flow rate was set at 180 μl per min with the following gradient: 0 min 70% D, 1 min 70% D, 16 min 38% D, 16.5 min 70% D, hold at 70% D for 8.5 min. The mass spectrometer was operated in full MS and polarity switching mode. Samples were randomized to avoid machine drift, and were blinded to the operator. The acquired spectra were analysed using XCalibur Qual Browser and XCalibur Quan Browser software (Thermo Fisher Scientific) by referencing to an internal library of compounds. Calibration curves were generated using synthetic standards of the indicated metabolites.

### Tissue staining

For H&E staining, kidney tissue was fixed in a 10% neutral buffered formalin (NBF) solution for 24 h at room temperature. The tissue was then transferred to 70% ethanol and processed for paraffin embedding. Embedding, sectioning and H&E staining were performed at the Histopathology facility at CRUK Cambridge Institute. Slides were scanned using an Axioscan Z1 and analysed using Zen Blue.

For immunohistochemistry, paraffin sections were dewaxed in two xylene baths (5 min each) and rehydrated through a series of graded ethanol solutions (100%, 90% and 70%) (5 min each). Sections were placed in distilled water before heat-induced epitope retrieval (HIER) was performed. In brief, slides were immersed in IHC-Tek Epitope Retrieval Solution (IHC World) and placed in the IHC-Tek Epitope Retrieval Steamer Set (IHC World) for 45 min to unmask the antigens using the steaming method. Once completely cooled, the slides were gently rinsed with Tris-buffered saline containing 0.1% Tween-20 (TBST) wash buffer and endogenous peroxidase activity was blocked by incubating the slides with Peroxidase Block (Dako, Agilent) for 5 min. Slides were rinsed with TBST and placed in a fresh TBST bath (5 min) before incubating for 5 min with Protein Block (Dako, Agilent). Slides were then incubated for 2 h with the primary antibody at an appropriated dilution in Antibody Diluent (Dako, Agilent). Antibodies used: anti-CD14 (1:500, anti-rabbit, PA5-95334, Invitrogen, Thermo Fisher Scientific) and anti-2SC (1:500, anti-rabbit, crb2005017, Cambridge Research Biochemicals). Slides were rinsed with TBST and placed in three fresh TBST baths (5 min each) before incubating them with Labelled Polymer-HRP Anti-Rabbit (Dako, Agilent) for 2 h. After incubation, the slides were again rinsed with TBST and placed in three fresh TBST baths (5 min each). For the detection, the EnVision+ System-HRP(DAB) kit containing DAB chromogen concentrate (Dako, Agilent) was used for 10 min. The slides were gently rinsed with distilled water and counterstained in Mayer’s Hematoxylin Solution (Sigma-Aldrich, Merck) for 10 min, followed by rinsing with tap water for 2 min. Slides were dehydrated through graded ethanol washes (70%, 90%, 100%) (5 min each) before mounting using Histomount (Thermo Fisher Scientific).

### Tissue lysates for immunoblotting

Tissue lysates were prepared in RIPA (50 mM Tris-HCl (pH 7.4), 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.5% Na-deoxycholate, 0.1% SDS in 1× PBS) buffer supplemented with phosphatases and protease inhibitor cocktails (Roche) as follows: approximately 20–30 mg of frozen tissue was homogenized in CK14/2ml PreCellys tubes for 2 min at 5,500 rpm in ice-cold RIPA buffer. Lysates were clarified by centrifugation at maximum speed for 20 min in a benchtop centrifuge (Eppendorf) at 4 °C. After clarification, the supernatant was transferred to a clean pre-chilled tube and the protein concentration was determined using the Pierce BCA Protein Assay Dye (Thermo Fisher Scientific) following the manufacturer’s instructions.

### Genomic DNA amplification

Verification of the excision of exons 3 and 4 after tamoxifen recombination was performed by PCR on genomic DNA extracted from the tissues. In brief, genomic DNA was extracted using the Qiagen AllPrep DNA/RNA Kit following the manufacturer’s instruction. PCR was performed on an Applied Biosystems Verity Thermo Cycler. Primers^12^ were obtained from Sigma-Aldrich. PCR product was loaded on a 2% agarose gel and visualized with SybrGreen.

### Bioinformatics processing of data

The results of the differential expression analysis were visualized using volcano plots, representing the log_2_ of the fold change between the conditions and the adjusted *P* values obtained. GSEA was performed using the GSEA software from Broad Institute. Pre-ranked GSEA with default settings was run to determine the enriched pathways in the different conditions versus controls, using DESeq2 metrics to rank the genes, and the Hallmark and KEGG pathway collections. The results are presented in volcano plots showing the NES and the FDR-adjusted *P* values obtained.

### Estimates of kidney tumour composition by deconvolution of transcriptomics data

#### Bulk RNA-sequencing datasets

Bulk transcriptomic data for clear cell RCCs, papillary RCCs and chromophobe RCCs were downloaded from TCGA^31^. This dataset was further annotated for samples with germline *FH* mutational status^32^. Transcriptomic data for additional *FH*-deficient tumours sampled from primary and metastatic sites were also downloaded^33^. *FH*-deficient RCCs were defined as only those with a known germline mutation, and derived unequivocally from the primary kidney cancer. Samples that might have been derived from metastatic sites^33^ were not classified as *FH*-deficient RCCs, as the microenvironment in metastases will differ from the primary site. In total, six tumours were unequivocally derived from primary tumour, and these were added to the four *FH*-deficient RCCs sequenced as part of the TCGA consortium. Finally, we added bulk transcriptomes from *SDH*-deficient RCCs^34^.

#### Single-cell-sequencing reference data

Annotated single cells derived from adult RCCs were used as a comparative reference^35^. For the mouse data, we used a mouse single-cell RNA-sequencing reference dataset^36^ as reference. Bulk RNA counts are from GSE183745. Methods as above.

#### Deconvolution method

We collated the reference single-cell RNA-sequencing data according to their major lineage (such as leukocytes, myeloid or endothelial), rather than using the finely annotated subtypes. The collation to major lineage types helped to alleviate batch effects and the difficulty in discerning the presence of subtly different cell subtypes from bulk RNA data. This single-cell reference was used as input alongside the bulk RNA-sequencing data above into a Bayesian deconvolution method to allow the cellular composition of the bulk data to be estimated^37^. We compared the cellular composition of the above bulk RNA-sequencing datasets (*FH*-deficient RCCs, *SDH*-deficient RCCs and common RCC subtypes from TCGA as described above).

### Cell culture and treatment

All cell lines were grown in high‐glucose (4.5 g l^−1^) Dulbecco’s modified Eagle’s medium (DMEM) containing 1 mM sodium pyruvate and 2 mM l-glutamine (Gibco, Thermo Fisher Scientific) supplemented with 10% fetal bovine serum (FBS) (Gibco, Thermo Fisher Scientific). Cells were tested for mycoplasma contamination using the Lookout Mycoplasma PCR detection kit (Sigma-Aldrich). To generate *FH*^+/+^^*ρ0*^ cell lines, *FH*^+/+^ cells were treated with 50 ng ml^−1^ ethidium bromide for 25 days. Clones were isolated after treatment and grown in the same medium supplemented with 50 μg ml^−1^ uridine (Sigma‐Aldrich). MMF (Sigma-Aldrich) and dimethylsuccinate (DMS) (Sigma-Aldrich) powder were resuspended in DMSO (Thermo Fisher Scientific) at 500 mM and added to the medium at the indicated concentration for the indicated time. For long treatments, the medium was changed every two days. Cells were transfected with Lipofectamine RNA iMAX (Invitrogen) following the manufacturer’s instructions, with the siRNA (Dharmacon) at a final concentration of 20 nM.

#### siRNA oligonucleotides

Non-targeting siRNA scramble (ON-TARGETplus SMARTpool, D-0001810-10-20), *Bak1* (ON-TARGETplus SMARTpool, L-042978-00-0005), *Bax* (ON-TARGETplus SMARTpool, L-061976-00-0005), *Ddx58* (*Rigi*) (ON-TARGETplus SMARTpool, L-065328-00-0005), *Drp1* (*Dnm1l*) (ON-TARGETplus SMARTpool, L-054815-01-0005), *Ifih1* (*Mda5*) (ON-TARGETplus SMARTpool, L-048303-00-0005), *Mavs* (ON-TARGETplus SMARTpool, L-053767-00-0005), *Mb21d1* (*Cgas*) (ON-TARGETplus SMARTpool, L-055608-1-0005), *Mfn1* (ON-TARGETplus SMARTpool, L-065399-01-0005), *Mfn2* (ON-TARGETplus SMARTpool, L-046303-00-0005), *Opa1* (ON-TARGETplus SMARTpool, L-042427-01-0005), *Rab9* (L-040861-01-0005), *Snx9* (ON-TARGETplus SMARTpool, L-057505-01-0005), *Tmem173* (*Sting1*) (ON-TARGETplus SMARTpool, L-055528-00-0005) and *Vdac1* (ON-TARGETplus SMARTpool, L-047345-00-0005).

### Plasmids and constructs

pEGFP and pEGFP:NDI1 were obtained from the laboratory of E. Dufour^38^ and were stably expressed in *cFh1*^*−/−CL1*^ cells. Lentiviral particles were generated in HEK293T cells by co-transfection of the target vector together with packaging psPAX2 (Addgene, 12260) and envelope pMD2.G (Addgene, 12259) vectors. Twenty-four hours after transduction, cells were selected for puromycin resistance. The *Fh1* reconstituted cell line (*Fh1*^*−/−CL1*^*+pFH-GFP*) was generated as previously described^16^. The cytoplasmic *Fh1* cell line (*Fh1*^*−/−CL1*^*+cytoFh1-GFP*) was generated by transfecting a previously generated cytoFh1-GFP plasmid^39^ into cells seeded into a six-well plate using Lipofectamine 2000 (Thermo Fisher Scientific, 11668027) using 2.5 µg plasmid DNA and 9 µl Lipofectamine 2000 reagent per well. Selection was performed by incubating cells in the presence of 2 mg ml^−1^ G418 (Gibco, 10131027) for two weeks.

### Antibodies

For immunoblots: goat polyclonal anti-FH/fumarase (ab113963) and anti-β-actin (AC-15) (ab6276), rabbit polyclonal anti-GRP75 (ab2799), anti-MFN1 (ab126575), anti-phospho-IRF3S386 (ab76493) and mouse monoclonal anti-VDAC1 (ab14734) antibodies were purchased from Abcam. Mouse monoclonal anti-actin (A2228) and anti-vinculin (V4505) antibodies were purchased from Sigma-Aldrich. Mouse monoclonal anti-DRP1 (611113) and anti-OPA1 (612607) antibodies were obtained from BD Transduction Laboratories. Rabbit polyclonal anti-MFN2 (11925), anti-BAK (12105), anti-BAX (2772), anti-cGAS (31659S), anti-IRF3 (4302S), anti-STAT1 (9172S), anti-pSTAT1 Tyr701 (9167S), anti-TBK1/NAK (3013S), anti-phospho-TBK1/NAK Ser172 (5483S), anti-RAB9A (5118S), anti-RIG-I (3743S) and anti-STING (50494S) antibodies were obtained from Cell Signaling Technology. Rabbit polyclonal anti-SNX9 (15721-1-AP) was purchased from Proteintech. Mouse monoclonal anti-cytochrome *c* (556433) antibody was purchased from BD Pharmingen. Rabbit polyclonal anti-mtTFAM (GTX103231) antibody was obtained from GeneTex.

For immunofluorescence: rabbit polyclonal anti-mtTFAM (GTX103231) antibody from GeneTex was used and mouse monoclonal anti-DNA (CBL186) antibody was purchased from Millipore. Rabbit polyclonal anti-TOM20 (ab232589), mouse monoclonal anti-TOM20 (ab56783), mouse anti-PDH (ab110333), rabbit anti-pTBK1 (ab109272) and mouse anti-TOM22 (ab57523) antibodies were purchased from Abcam. Mouse anti-cytochrome *c* (556432) antibody was purchased from BD Pharmingen, mouse anti-GM130 (610822) antibody was purchased from BD BioSciences and rabbit polyclonal anti-cGAS (D3080) antibody was purchased from Cell Signaling Technology. Donkey anti-mouse, goat anti-mouse IgG1, goat anti-mouse IgG2a, goat anti-mouse IgGM and goat anti-rabbit Alexa Fluor 488, 565, 594 or 647 were used as secondary antibodies (Invitrogen).

### Immunofluorescence

Immunofluorescence were performed as previously described^40^. In brief, cells were fixed in 5% PFA in PBS at 37 °C for 15 min, then washed three times with PBS, followed by quenching with 50 mM ammonium chloride in PBS. After three washes in PBS, cells were permeabilized in 0.1% Triton X-100 in PBS for 10 min, followed by three washes in PBS. Cells were then blocked with 10% FBS in PBS, followed by incubation with primary antibodies in 5% FBS in PBS, for 2 h at room temperature. Cells were then washed three times in 5% FBS in PBS and incubated with the corresponding secondary antibody (dilution 1:1,000) prepared in 5% FBS in PBS. After three washes in PBS, coverslips were briefly rinsed in water and mounted onto slides using Dako fluorescence mounting medium (Dako) or in ProLong Diamond Antifade Mountant (P369621) purchased from Thermo Fisher Scientific.

### Confocal microscopy

Stained cells were imaged using a 100× objective lense (NA 1.4) on a Nikon Eclipse TiE inverted microscope with appropriate lasers using an Andor Dragonfly 500 spinning disk system, equipped with a Zyla 4.2 PLUS sCMOS camera (Andor), coupled with Fusion software. For mitochondrial morphology analysis, nine stacks of 0.2 μm each were acquired using the 100× objective. Images acquired in the same conditions of laser intensity and exposure time from the same experiment were then compiled by ‘max projection’ and mitochondrial morphology was analysed and presented as intermediate, elongated, swollen, swollen-elongated or fragmented. Mitochondrial morphology was also quantified in a semi-automated and unbiased manner using a modified version of MitoMAPR (ref. ^41^). In brief, regions of interest (ROIs) were pre-processed using background subtraction (rolling ball 50), followed by 1× unsharp mask and 1× smooth filter functions in ImageJ. The images were then thresholded and converted to binary. To separate closely connected mitochondrial particles, we used the built-in watershed algorithm in ImageJ (ref. ^42^). The images were batch processed using this workflow to calculate the mitochondrial area (µm^2^) of each mitochondrial particle and the number of mitochondrial particles within a ROI using the ‘analyse particle’ function of ImageJ. For the quantification of cytosolic DNA foci, the number of DNA foci outside the nucleus and the mitochondrial perimeter was counted manually. Cells were considered as ‘releasing cytosolic DNA foci’ when the number of DNA foci counted was higher than two per cell. The number of TOM20^−^PDH^+^ and TOM20^−^PDH^+^DNA^+^ MDVs outside mitochondria was assessed manually. Cells were considered as ‘releasing vesicles’ when the number of DNA foci counted was higher than one per cell.

Representative images were processed once with the ‘smooth’ function in Fiji.

### Super-resolution microscopy

Super-resolution images (Fig. 4c and Extended Data Fig. 3a) were acquired with a Nikon N-SIM microscope. Nine *z*-stacks of 0.2 μm each were acquired using a SR Apo TIRF 100× 1.49 N.A. oil objective and a DU897 Ixon camera (Andor). Raw images were computationally reconstructed using the reconstruction slice system from NIS‐Elements software (Nikon). Mitochondrial diameter was calculated using the Fiji software.

Super-resolution images related to TOM20^-^PDH^+^TFAM^+^ MDVs (Extended Data Fig. 11d) were acquired with a Zeiss LSM 880 microscope with an Airyscan detector (Carl Zeiss Microscopy), using a Zeiss 63× oil lens, NA 1.4, as the primary objective. Four-colour excitation was performed with a blue diode laser for 405 nm, argon laser for 488 nm, He 543 laser for 561 nm and He 633 laser for 647 nm. The Airyscan detector was used in SR mode using all 32 pinholes, thus increasing the resolution to around 140 nm in *x*, *y* and *z* to capture the image. The image was reconstructed by pixel reassignment and deconvolution on the Zen Black platform (Carl Zeiss Microscopy). The final image was produced on ImageJ by background subtraction (rolling ball 50) and one run of the smooth filter.

### Characterization of MDVs by super-resolution microscopy

Images were acquired with a Zeiss Elyra7 equipped with Lattice SIM^2^ (Carl Zeiss Microscopy) with a 15-phased imaging protocol for all channels (Extended Data Fig. 11e). A Zeiss 63× OIL: Plan-Apo 63×/1.4 Oil Corr WD: 0.35 was used as the primary objective to obtain representative images of individual cells. The images were then reconstructed on the Zen Black platform (Carl Zeiss Microscopy) with a two-step SIM^2^ function. The reconstructed images after deconvolution have an approximate *x*, *y* resolution of 80 nm and *z* resolution of 200 nm. The images used for quantifying the number and dimensions of MDVs were acquired on a 40× OIL: Plan-APO 40×/1.4 Oil DIC (UV) VIS-IR objective using the SIM Apotome mode to maximize the field of view and include more than one cell at a higher resolution.

MDVs were selected on the basis of the following criteria: positive for the markers PDH, DNA, but negative for TOM20. ROIs positive for bona fide MDVs were duplicated and saved for quantification.

MDVs were batch-quantified in an unbiased manner using a MACRO script written for ImageJ. In brief, the script splits the images and selects the PDH channel, which is then converted into binary mask for quantification. Using the ‘Analyse particle’ function of Fiji, the following attributes of the MDVs were generated and stored as a .csv file: area of individual MDV (µm^2^), maximum Feret’s diameter (µm), minimum Feret’s diameter (µm) and circularity of individual MDV.

As can be seen from the distribution of the circularity values, most of the MDVs are of irregular shape (circularity of a true circle (4π × {area/perimeter^2^} = 1). Thus, we used an average of the maximum and minimum Feret’s diameter to represent the dimensions of an MDV. For calculating the area or size of an individual MDV, ImageJ uses an ellipse fitting strategy as described previously^42^. We used 400 individual MDVs to generate an average area (µm^2^) and average Feret’s diameter distribution (µm) of MDVs.

### Measuring mitochondrial volume by TEM

To measure the surface volume density, a square test-grid was placed over three randomly selected cell areas of the cell of interest. The number of test-points (*P*) inside an organelle was calculated, and the number of intersections (*I*) between the mitochondria and the test-grid was used to measure the surface density of the organelle membrane (Sv = 2∑*I*/*d*∑*P*, in µm^2^/µm^3^, where *d* is the real distance between the test-lines in the defined image). The absolute surface area was calculated by multiplying the surface volume density of the organelle of interest by the organelle volume. In brief, vertical serial 1-µm sections were made through the cell of interest, and then the section where the nucleus diameter was maximal was re-embedded. Next, serial ultrathin vertical sections were obtained. The section where the width of the nucleus was maximal was considered as the central section, and the vertical axis was generated through the nuclear centre. Then the absolute organelle volumes were measured using the discretized version of vertical rotator. To test whether differences were significant (that is, *P* < 0.05), Student’s *t*-tests were used. A difference was considered significant when *P* < 0.05.

### Cell fractionation

Cells were washed three times with cold PBS and scraped over ice in heavy membranes isolation buffer (HMIB) (220 mM mannitol, 70 mM sucrose, 10 mM HEPES pH 7.5, 1 mM EGTA and Roche complete protease inhibitor cocktail). Cells were broken with manual tissue grind (Kimble). Samples were centrifuged at 800*g* for 10 min at 4 °C. Post-nuclear supernatants were then centrifuged at 2,300*g* for 10 min at 4 °C to pellet the heavy mitochondrial fraction (crude mitochondria). Pellets were washed and re-centrifuged at 4 °C for a further 15 min at 9,000*g*. The post-heavy membrane supernatants were then centrifuged at 100,000*g* at 4 °C for 60 min to obtain the cytosolic fraction. Total extracts, heavy membranes and cytosolic fractions were extracted with HMIB 1% Triton X-100, normalized for protein content using a BioRad protein assay (BioRad) and processed for SDS–PAGE and immunoblotting.

### Isolation of cytosolic fractions and ddPCR

Cytosolic fractions were obtained by extracting 10^5^ cells with 25 µg ml^−1^ digitonin in isolation buffer (150 mM NaCl and 50 mM HEPES) for 10 min on ice. Samples were then centrifuged at 800*g* for 5 min at 4 °C. Supernatants were then further centrifuged at 25,300*g* for 10 min at 4 °C and pellets were discarded. Samples were normalized for protein concentration using a BioRad protein assay (BioRad). DNA was extracted from equal amounts of cytosolic fractions using a DNA extraction kit (Qiagen) following the manufacturer’s instructions. mtDNA copy number was assessed using ddPCR (Biorad) using specific probes directed against mtCo3, mtND1 and mtD-loop.

Primer sequences (IDT):

mtND1_for: 5′-GAGCCTCAAACTCCAAATACTCACT-3′

mtND1_rev: 5′-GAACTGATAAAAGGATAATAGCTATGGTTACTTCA-3′

mtCo3_for: 5′-CCTCGTACCAACACATGATCTAGG-3′

mtCo3_rev: 5′-AGTGGGACTTCTAGAGGGTTAAGTG-3′

mtDloop_for: 5′-AATCTACCATCCTCCGTGAAACC-3′

mtDloop_rev: 5′-TCAGTTTAGCTACCCCCAAGTTTAA-3′

Fluorescent probe sequences (PrimeTime 5′HEX/FAM/3′ BHQ-1; IDT):

FAM-mtDloop1: 5′-ACCAATGCCCCTCTTCTCGCTCC-3′

HEX-mtND1: 5′-CCGTAGCCCAAACAAT-3′

HEX-mtCo3: 5′-ACCTCCAACAGGAATTTCA-3′.

### Extraction of RNA from cells

Cells were homogenized using QIAshredder (Sigma-Aldrich) and RNA was extracted using the Qiagen AllPrep DNA/RNA Kit according to the manufacturer’s instructions. RNA concentration was determined using a Nanodrop (ND1000). Reverse transcription was performed using 800 ng total RNA with the Applied Biosystems High Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific).

### qRT–PCR

qRT–PCR was performed on 5 ng of cDNA using a final concentration of 2 μM each of forward and reverse primers (see primers list) using Quantitect Syber Green Master Mix (Qiagen) on an Applied Biosystems StepOne Plus or QuantStudio5 real-time PCR system. Experiments were analysed using the ΔΔCt method. Statistical analysis was performed using Prism 7 software. Samples were normalized relative to the expression of an endogenous control gene (*Rplp0*; see primers list for sequences). Amplification primers were designed using Primer 3.1 to span one intron and purchased from Sigma-Aldrich, and are listed in Supplementary Tables 4 and 5.

### OCR measurements (Seahorse)

The OCR was measured using the real-time flux analyser XF-24e (Seahorse Bioscience) as previously described^12^. In brief, 4 × 10^4^ *iFh1*^*fl/flCL29*^ or *iFh1*^*fl/flCL33*^ cells were treated with either vehicle (ethanol) or 4-OHT for 48 h, after which fresh medium was added. The cells were then kept in culture for 3, 10, 15 or 21 days before starting the OCR assay. For this, cells were treated with 1 μM oligomycin, 2 μM carbonyl cyanide-p-trifluoromethoxyphenylhydrazone (FCCP), rotenone and antimycin A (both 1 μM) (all Sigma-Aldrich). At the end of the run, cells were lysed using RIPA buffer (25 mM Tris/HCl pH 7.6, 150 mM NaCl, 1% NP-40, 1% sodium deoxycholate and 0.1% SDS). The protein content of each well was measured using a BCA kit (Pierce) following the manufacturer’s instructions. OCR was normalized to the total protein content as indicated.

### Oxygen consumption experiments (Oroboros)

Cells were seeded on 10-cm dishes to reach more than 90% confluency on the day of experiments. Cells were rinsed with PBS and trypsinized followed by a short spin at 300*g* for 3 min at room temperature. The cell pellet was resuspended in complete DMEM devoid of FBS, and the cell density was determined using a Countless 3 automated cell counter (Thermo Fisher Scientific). Oxygen consumption on intact cells was monitored polarographically with an Oxygraph-2k (Oroboros Instruments) at 37 °C in a 2-ml chamber with complete DMEM without FBS, calibrated daily using air-saturated reaction medium and a correction factor of 0.89. Cell suspension was added to the chamber and allowed to equilibrate (2–3 min) before closing the chamber and starting the record. After a stable basal respiration was achieved (5 min), oligomycin (5 µM) was added to assess ATP-dependent respiration (5 min), followed by a titration with the uncoupler FCCP at 0.5-µM pulses to determine maximal uncoupled respiration (180 s each). Finally, rotenone (0.5 µM) was added to inhibit Complex I-linked respiration. Respiration rates were calculated as the average value over a 30-s window in DatLab 7.4 (Oroboros Instruments) and are expressed in pmol O_2_ per second per 10^6^ cells.

### SDS–PAGE and immunoblotting

Cells were lysed in RIPA buffer (20 mM Tris pH 8.0, 150 mM NaCl, 0.1% SDS, 1% deoxycholic acid, 1% NP-40 and complete protease inhibitor cocktail (Roche)). Alternatively, PathScan(R) Sandwich ELISA lysis buffer (Cell Signaling Technology) supplemented with complete protease inhibitor cocktail and phospho-stop (Sigma-Aldrich) was used to extract samples to resolve phosphoproteins. Samples were normalized for protein concentration using a BioRad protein assay (BioRad). Proteins were resolved by SDS–PAGE and transferred to nitrocellulose membranes (0.2 μm pore size, GE Healthcare) or PVDF membrane (0.2 μm pore size, GE Healthcare).

For immunoblot analysis, membranes were blocked with 2–5% non-fat milk or 2% bovine serum albumin (BSA) in PBS for 60 min at room temperature. Membranes were incubated with primary antibody at the appropriate dilution (in 2–5% non-fat milk or 2% BSA in 0.05% Tween-20 in PBS) at 4 °C overnight. Membranes were washed in 0.05% Tween-20 in PBS three times for 15 min and incubated with appropriate secondary antibodies (1:3,000 in 2–5% milk or 2% BSA in 0.05% Tween-20 in PBS). Membranes were treated with Western Lightning Plus ECL (Perkin Elmer), and exposed to chemiluminescence either on films (PROTEC) or on a digital ECL machine (Amersham) for image quantification. Uncropped immunoblots are presented in Supplementary Fig. 10.

### ELISA

Serum levels of IL-6, IL-10 and IFNβ were measured by ELISA (Biotechne) according to the manufacturer’s instructions. Ninety-six-well Maxisorp (Thermo Fisher Scientific) plates were coated with 100 μl of capture antibody diluted with PBS (2 μg ml^−1^ IL-6, 2 μg ml^−1^ IL-10 and 4 μg ml^−1^ IFNβ) and sealed overnight at room temperature. Plates were then washed four times with 0.05% PBS-Tween-20 (PBS-T). After blotting, plates were blocked with 300 μl of 1% BSA in PBS for 1 h at room temperature. After repeated washing, either 50 μl (IL-6 and IL-10) or 100 μl (IFNβ) of samples was added in duplicate; 1:10 dilutions in 1% BSA were performed for all samples. Standard concentrations ranged from 600 pg ml^−1^ to 9.38 pg ml^−1^ for IL-6; 2,000 pg ml^−1^ to 31.3 pg ml^−1^ for IL-10; and 500 pg ml^−1^ to 7.81 pg ml^−1^ for IFNβ. Plates were sealed and incubated at room temperature for 2 h. The washing step was repeated and either 50 μl (IL-10) or 100 μl (IL-6 and IFNβ) of detection antibody diluted in PBS was added (50 ng ml^−1^ IL-6, 50 ng ml^−1^ IL-10 and 250 ng ml^−1^ IFNβ). The plate was sealed for 2 h at room temperature.

Plates were then washed four times and 100 μl of 1:40 streptavidin–HRP diluted in 1% BSA was added per well. Plates were sealed and incubated for 20 min at room temperature, followed by four washes. Tetramethylbenzidine (TMB) substrate solution (100 μl) was added for up to 15 min, followed by 50 μl of 1 mol l^−1^ H_2_SO_4_ to stop the reaction. Optical density was read immediately in a plate reader (BioTek Synergy H1) at an absorbance of 450 nm.

### Number of cells used for image quantification

For image quantification, experiments are presented from three independent experiments (unless otherwise specified) with a total number of cells (*n*) analysed as: main figures: Fig. 2d–f: *n* = 173, 157, 158, 170, 160, 157, 162 for NT, vehicle, d1, d3, d6, d10, d15, respectively. Fig. 3a–c: *n* = 221, 192, 185 for vehicle, 200 μM MMF, 400 μM MMF, respectively. Fig. 4d,e: for TOM20^−^PDH^+^DNA^+^ vesicle analysis: *n* = 166, 180, 167, 155, 170 for NT, 2d, 4d, 6d, 8d, respectively. Fig. 4e: for cytosolic DNA foci analysis: *n* = 165, 171, 162, 152, 160 for NT, 2d, 4d, 6d, 8d, respectively. Fig. 4f: *n* = 156; number of vesicles analysed: *n* = 155. Fig. 4h,i: for TOM20^−^PDH^+^DNA^+^ vesicle analysis: *n* = 158, 173, 158 for NT, MMF 6d siScr, MMF 6 days si*Snx9*, respectively. Fig. 4i: for cytosolic DNA foci analysis: *n* = 151, 166, 197, for NT, MMF 6d siScr, MMF 6d si*Snx9*, respectively. Extended Data: Extended Data Fig. 2g: *n* = 173, 157, 158, 170, 160, 157, 162 for NT, vehicle, d1, d3, d6, d10, d15, respectively. Extended Data Fig. 2h,i: *n* = 30, 32, 35, 38, 32, 40, 36 and number of ROIs analysed: *n* = 84, 85, 84, 85, 85, 84, 85 for NT, vehicle, d1, d3, d6, d10, d15, respectively. Extended Data Fig. 2j: number of mitochondria analysed: 11, 22, 79, 54, 46 for *cFh1*^*+/+*^, *cFh1*^*+/+*^ + Cre, *cFh1*^*fl/fl*^, *cFh1*^*−/−CL1*^, *cFh1*^*−/−CL19*^, respectively. Extended Data Fig. 3b: 30 cells were analysed per condition with a number of mitochondria analysed of *n* = 429, 827, 780 for *cFh1*^*fl/fl*^, *cFh1*^*−/−CL1*^, *cFh1*^*−/−CL19*^, respectively. Extended Data Fig. 3c,f,g: *n* = 272, 246, 306, 300 for *cFh1*^*fl/fl*^, *cFh1*^*−/−CL1*^, *cFh1*^*−/−CL19*^, *cFh1*^*−/−CL1*^ + *pFH-GFP*. Extended Data Fig. 3d: *n* = 33, 45, 67, 39 and number of ROIs analysed: *n* = 79, 71, 164, 73 for *cFh1*^*fl/fl*^, *cFh1*^*−/−CL1*^, *cFh1*^*−/−CL19*^, *cFh1*^*−/−CL1*^ + *pFH-GFP*, respectively. Extended Data Fig. 4e: *n* = 221, 192, 185 for vehicle, 200 μM MMF, 400 μM MMF, respectively. Extended Data Fig. 5a: *n* = 221, 192, 185 for vehicle, 200 μM MMF, 400 μM MMF, respectively. Extended Data Fig. 5e: *n* = 169, 188 for DMSO and MMF 8d, respectively. Extended Data Fig. 6g: *n* = 182, 156, 189, 228 for *cFh1*^*fl/fl*^, *cFh1*^*−/−CL1*^, *cFh1*^*−/−CL1*^ + pcytoFH*-*GFP, *cFh1*^*−/−CL1*^ + *pFH-*GFP, respectively. Extended Data Fig. 7b,c: *n* = 152, 153, 162, 155, 155 for vehicle, DMS 200 μM, DMS 400 μM, DMS 1 mM, DMS 5 mM, respectively. Extended Data Fig. 8d: *n* = 933, 660 for DMSO and MMF 8d, respectively. Extended Data Fig. 9a: *n* = 175, 171, 183, 168, 166, 187, 188, 186, 154, 184, 161, 180, 169, for *cFh1*^*fl/fl*^, *cFh1*^*−/−CL1*^ siScr, *cFh1*^*−/−CL1*^ si*Snx9*, *cFh1*^*−/−CL1*^ si*Vdac1*, *cFh1*^*−/−CL1*^ si*Bax*/*Bak1*, *cFh1*^*−/−CL1*^ si*Rab9*, *cFh1*^*−/−CL1*^ si*Drp1*, *cFh1*^*−/−CL1*^ si*Opa1*, *cFh1*^*−/−CL1*^ si*Mfn1*, *cFh1*^*−/−CL1*^ si*Mfn2*, *cFh1*^*−/−CL 1*^ si*Cgas*, *Fh1*^*−/−*^ si*Sting1*, *cFh1*^*−/−CL1*^ si*Rig-I*, respectively. Extended Data Fig. 9e: *n* = 31, 32, for *cFh1*^*fl/fl*^ and *cFh1*^*−/−CL1*^, respectively. Extended Data Fig. 10b,c: *n* = 151, 154, 166, 159, 161, 163, for *cFh1*^*fl/fl*^, *cFh1*^*fl/fl*^ siScr, *cFh1*^*fl/fl*^ si*Snx9*, *cFh1*^*−/−CL1*^ siScr, *cFh1*^*−/−CL1*^ si*Snx9*, *cFh1*^*−/−CL19*^ siScr, *cFh1*^*−/−CL19*^ si*Snx9*, respectively. Extended Data Fig. 10e,f: *n* = 55, 50, 53, 55, 60, 53 and number of ROIs analysed: *n* = 168, 162, 158, 348, 125, 155, 76 for *cFh1*^*fl/fl*^ + siScr, *cFh1*^*fl/fl*^ + si*Snx9*, *cFh1*^*−/−CL1*^ + siScr, *cFh1*^*−/−CL1*^+ si*Snx9*, *cFh1*^*−/−CL19*^ + siScr, *cFh1*^*−/−CL19*^ + si*Snx9*, respectively. Extended Data Fig. 10g,h: *n* = 191, 167, 160, 179. 190, 147, 160, for vehicle, d6 siScr, d6 si*Snx9*, d10 siScr, d10 si*Snx9*, d15 siScr, d15 si*Snx9*, respectively. Extended Data Fig. 11a–c: *n* = 166, 180, 167, 155, 170, for NT, 2d, 4d, 6d, 8d MMF, respectively. Extended Data Fig. 11d: *n* = 85. Extended Data Fig. 11f,g: *n* = 408 ROIs analysed. Extended Data Fig. 11i: *n* = 189, 155, 272, 159, 159, 144 for vehicle, 4-OHT d1, d3, d6, d10, d15, respectively. Extended Data Fig. 12b: *n* = 170, 167, 145, 136, 133, 136, 139 for *Fh1*^*+/+*^ + DMSO, *Fh1*^*+/+*^ + MMF 6d, *Fh1*^*+/+r0*^ + DMSO *Fh1*^*+/+r0*^ + MMF 1d, 3d, 6d, 8d, respectively. Extended Data Fig. 12c: *n* = 151, 166, 197 for NT, MMF 6d siScr, MMF 6d si*Snx9*, respectively. Supplementary Information: Supplementary Fig. 1f–h: *n* = 166, 159, 166, 165, 175, 181, 170 for NT, vehicle, d1, d3, d6, d10, d15 respectively. Supplementary Fig. 1i,j: *n* = 35, 42, 43, 47, 50, 48, 36 and number of ROI analysed: *n* = 99, 115, 137, 96, 127, 127, 76 for NT, vehicle, d1, d3, d6, d10, d15, respectively. Supplementary Fig. 3e: *n* = 163, 161, 163 for *Sdhb*^*fl/fl*^, *Sdhb*^*−/−CL5*^, *Sdhb*^*−/−CL7*^, respectively. Supplementary Fig. 4c: *n* = 152, 153, 162, 155, 155 for vehicle, DMS 200 μM, DMS 400 μM, DMS 1 mM, DMS 5 mM, respectively. Supplementary Fig. 3f,g: *n* = 163, 161, 163 for *Sdhb*^*fl/fl*^, *Sdhb*^*−/−CL5*^, *Sdhb*^*−/−CL7*^, respectively. Supplementary Fig. 4d: *n* = 174, 165, 171 for *cFh1*^*fl/fl*^, *cFh1*^*−/−CL1*^ + pEGFP, *cFh1*^*−/−CL1*^ + pEGFP:NDI1, respectively. Supplementary Fig. 9b: *n* = 408 ROIs analysed.

### Human tissue samples

All samples were from adult individuals with confirmed *SDH*- or *FH*-deficient renal cancer, with informed consent (Research Ethics Committee approval reference 16/WS/0039).

### Statistical analysis

Errors bars in graphs represent the mean ± s.e.m. from at least three independent experiments. The number of cells analysed is provided in the Methods. Statistical significance was analysed using a two-tailed, unpaired, Student’s *t*-test, Mann–Whitney test or one-way or two-way ANOVA. All statistical analyses were performed using Excel or Prism software.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-023-05770-w.

## Supplementary information

Supplementary Information Supplementary Figs. 1–10, including the uncropped Immunoblots (shown as Supplementary Fig. 10) and Supplementary Tables 4 and 5.

Reporting Summary

Supplementary Table 1 RNA-sequencing data from the mouse experiment in Fig. 1.

Supplementary Table 2 Gene-set Analyses using biological processes of the RNA-sequencing experiment in Supplementary Table 1.

Supplementary Table 3 KEGG pathway analysis of the RNA-sequencing experiment in Supplementary Table 1.

Supplementary Table 4 List of mouse primers used in the paper in Excel format.

Supplementary Table 5 List of human primers used in the paper in Excel format.

Peer Review File

Source Data Source data for Supplementary Figs. 1–10.

## Data Availability

All data are included within the article or the supplementary information. Full versions of all gels and blots are provided in Supplementary Fig. 10. See the Supplementary Information guide for details. Raw FastQ files for RNA-sequencing analyses are publicly available in the Gene Expression Omnibus (GEO) repository with the accession code GSE183745. All materials generated in this study are readily available from the authors. All other data supporting the findings of this study are available from the corresponding authors upon request. For the purpose of open access, the authors have applied a Creative Commons Attribution (CC BY) licence to any Author Accepted Manuscript version arising. Source data are provided with this paper.

## Source data

Source Data Fig. 1
Source Data Fig. 2
Source Data Fig. 3
Source Data Fig. 4
Source Data Fig. 5
Source Data Extended Data Fig. 1
Source Data Extended Data Fig. 2
Source Data Extended Data Fig. 3
Source Data Extended Data Fig. 4
Source Data Extended Data Fig. 5
Source Data Extended Data Fig. 6
Source Data Extended Data Fig. 7
Source Data Extended Data Fig. 8
Source Data Extended Data Fig. 9
Source Data Extended Data Fig. 10
Source Data Extended Data Fig. 11
Source Data Extended Data Fig. 12

# Supplementary material for: Fumarate induces vesicular release of mtDNA to drive innate immunity
**Source:** Nature. 2023 Mar 8;615(7952):499–506. doi: 10.1038/s41586-023-05770-w
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                          |                                                                                                                                                                                                                                                                                     |
|--------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                      | Confirmed                                                                                                                                                                                                                                                                           |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                    |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>          |
| <input type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

All softwares used for data collection are publicly or commercially available:  
H&E stained tissue slides were generated using an Axioscan Z1 and ZEN Blue (v3.1) software. Immunofluorescence images were acquired using a Nikon Eclipse TiE inverted microscope with Andor Dragonfly 500 spinning disk system, equipped with a Zyla 4.2 PLUS sCMOS camera (Andor) coupled with Fusion software and using a 100X objective lens (NA1.4). Super-resolution images were acquired with an N-Structured illuminated Microscopy (N-SIM) microscope using a SR Apo TIRF 100x 1.49 N.A. oil objective and a DU897 Ixon camera (Andor). Raw images were computationally reconstructed using the reconstruction slice system from NIS-Elements software (Nikon). TFAM+-MDVs-related super-resolution images (Extended Data Fig. 12a) were acquired with a Zeiss LSM 880 microscope with an Airyscan detector (Carl Zeiss Microscopy, Jena, Germany), using a Zeiss 63x oil lens, numerical aperture 1.4, as the primary objective. Four colour excitation was performed with a Blue diode laser for 405 nm, Argon laser for 488 nm, He 543 laser for 561 nm and He 633 laser for 647 nm.. The Airyscan detector was used in SR mode utilising all 32 pinholes, thus increasing resolution to ~140 nm in x, y and z to capture the image. The image was reconstructed by pixel reassignment and deconvolution on Zen Black platform (Carl Zeiss Microscopy, Jena, Germany). The final image was produced on ImageJ by background subtraction (rolling ball 50) and one run of the smooth filter. MDVs super-resolution images were acquired with a Zeiss Elyra7 equipped with Lattice SIM2 (Carl Zeiss Microscopy, Jena, Germany) with a 15 phased imaging protocol for all channels (Fig. 4h). A Zeiss 63x OIL: Plan-Apo 63x/1.4 Oil Corr WD: 0.35, was used as the primary objective to obtain representative images of individual cells. The images used for quantification of MDVs dimensions and number were acquired on a 40x OIL: Plan-APO 40x/1.4 Oil DIC (UV) VIS-IR objective using the SIM Apotome mode to maximize field of view and include more than one cell at a higher resolution. Electron microscopy images were acquired using a Tecnai G2 (FEI) transmission electron microscope operating at 100 kV equipped with a Veleta (Olympus Soft Imaging System) digital camera. RNA sequencing was performed using an Illumina HiSeq4000 sequencer. In vivo samples LC-MS was performed using a Dionex U3000 UHPLC system coupled to a Q Exactive mass spectrometer (Thermo Fisher Scientific) with a Sequant ZIC-pHILIC column (Merck Millipore). For in vitro experiments, LC-MS was performed on a QExactive Orbitrap mass spectrometer coupled to a Dionex UltiMate 3000 Rapid Separation LC system (Thermo Fisher Scientific), fitted with either a SeQuant Zic-HILIC column or a SeQuant Zic-pHILIC. Quantitative-RT

PCR was performed using an Applied Biosystems StepOne Plus or QuantStudio5 real-time PCR system. Genomic DNA amplification PCR was performed on Applied Biosystems Verity Thermo Cycler. Digital droplet PCR was performed using MODEL ASK VP (Biorad). Immunoblots images were acquired using a LICOR (model).

#### Data analysis

LC-MS acquired spectra were analysed using XCalibur Qual Browser and XCalibur Quan Browser software (Thermo Fisher Scientific) by referencing to an internal library of compounds. Calibration curves were generated using synthetic standards of the indicated metabolites. PCR experiments were analysed using the  $2^{-\Delta\Delta Ct}$  method. For RNA-Seq, reads were mapped to the mouse reference genome GRM38 with the STAR (v.2.6.0c) aligner (Dobin, A. et al., 2013), filtered out using Cutadapt (version 1.10.0) (Martin, M., 2010), counted using the Bioconductor package Rsubread (v.1.28.1) (Liao, Y. et al., 2013) and gene annotated with GENCODE (release M17). Differential expression analysis was carried out with DESeq2 (v.1.18.1) (Love M. I. et al., 2014). Gene enrichment analysis was performed using the Gene Set Enrichment Analysis (GSEA) software from Broad Institute. Data compiling, processing and statistical analysis was performed using Microsoft Excel 2016 (v.16.16.27) and GraphPad Prism 7 (v.7.1.1) softwares.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data are included within the article or the supplementary information. The source data for quantifications represented in all graphs plotted in figures and extended data figures are provided with this paper. Full versions of all gels and blots are provided in Supplementary Figures. Raw FastQ files for RNA-seq analyses are publicly available in the Gene Expression Omnibus (GEO) repository with the accession code GSE183745 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183745>).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

#### Reporting on sex and gender

Findings apply to both genders and gender was not considered in the study design. Gender-specific data was not collected. Gender has no impact on the phenotype generated.

#### Population characteristics

Adult patients with suspected or confirmed inherited kidney cancer risk syndromes

#### Recruitment

patients were identified at the Specialist Multidisciplinary Team meeting and approached for informed consent at clinic consultations

#### Ethics oversight

Full ethics approval from West of Scotland Research Ethics Service, Dykebar Hospital, PAISLEY (REC reference: 16/WS/0039)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

#### Sample size

For in vivo experiments, the number of animals was determined based on the number of animals implemented in previously published papers and determined to be adequate based on the magnitude and consistency of measurable differences between groups. For all in vitro assay, n=minimum 3 and up to 6 biological replicates were used for higher reliability and sufficient size for statistical analysis. Each biological replicate is defined as an independent culture of cells. The sample size is described in the relevant Figure legends and/or method section. fig 1b,g n=7 min; fig 2a,b n=5; fig 2f,g,h,i,j,l,m,n =3; fig 3b,c,d,e,f n=3; fig 3g,h,i n=4; fig 3k,p n=5; fig 3n n=9; fig 4d,e,g,h,j,k n=3; fig 4i,m n=4; fig 5b n=3; fig 5d n=5(N)/20(T); EDfig 2d,f n=4; EDfig 2e,f n=5; EDfig 2g,h,i,j,k,m,n,o n=3; EDfig 3 c,e,f,i,j,k,l,n n=3; EDfig 3h n=5; EDfig 4a,e,f,g,k n=3; EDfig 4h,i,j n=4; EDfig 5b,d,f n=3; EDfig 6b,c,d n=5; EDfig 6f,h n=3; EDfig 7c,d,g,i n=3; EDfig 7e,f n=5; EDfig 8b,c,d,e,f,g,h n=3; EDfig 8l n=5; EDfig 9a,c n=3; EDfig 9d,i n=5; EDfig 9e,f n=4; EDfig 9g n=9; EDfig 9l n=5; EDfig 10c,d,e,f n=3; EDfig 10i n=4; EDfig 11b,c,e,f,h,i,k,l,m,n,o,p,q n=3; EDfig 12d,f,g n=3 independent experiments. For image quantification, experiments are presented from 3 independent experiments (otherwise specified) with a total number of cells (n)

analysed as: Fig. 2f-h: n= 173, 157, 158, 170, 160, 157, 162 for NT, vehicle, d1, d3, d6, d10, d15, respectively. Fig. 2i, j: n=30, 32, 35, 38, 32, 40, 36 and number of ROI analysed: n= 84, 85, 84, 85, 85, 84, 85 for NT, vehicle, d1, d3, d6, d10, d15, respectively. Fig. 3be, f: n=221, 192, 185 for vehicle, 200  $\mu$ M MMF, 400  $\mu$ M MMF, respectively. Fig. 4d, e: for TOM20-PDH+DNA+ vesicles analysis: n=166, 180, 167, 155, 170, for NT, 2d, 4d, 6d, 8d, respectively. Fig. 4e: for cytosolic DNA foci analysis: 165, 171, 162, 152, 160 for NT, 2d, 4d, 6d, 8d, respectively. Fig. 4g: n= 156; number of vesicles analysed: n=155. Fig. 4h and Fig. ED12b: n= 408 ROI analysed. Fig. 4j, k: for TOM20-PDH+DNA+ vesicles analysis: n=158, 173, 158 for NT, MMF 6d si scramble, MMF 6 days si Snx9, respectively. Fig. 4k: for cytosolic DNA foci analysis: n=151, 166, 197, for NT, MMF 6d si scramble, MMF 6d si Snx9, respectively. Fig. ED2g-i: n= 166, 159, 166, 165, 175, 181, 170 for NT, vehicle, d1, d3, d6, d10, d15 respectively. Fig. ED2j, k: n=35, 42, 43, 47, 50, 48, 36 and number of ROI analysed: n= 99, 115, 137, 96, 127, 127, 76 for NT, vehicle, d1, d3, d6, d10, d15, respectively. Fig. ED2l: number of mitochondria analysed: 11, 22, 79, 54, 46 for cFh1+/+, cFh1+/+ + Cre, cFh1fl/fl, cFh1-/CL1, cFh1-/CL19, respectively. Fig. ED3c, and h-i: n= 272, 246, 306, 300 for cFh1fl/fl, cFh1-/CL1, cFh1-/CL19, cFh1-/CL1 + pFH-GFP. Fig. ED3e 30 cells were analysed per condition with a number of mitochondria analysed of n= 429, 827, 780 for cFh1fl/fl, cFh1-/CL1, cFh1-/CL19, respectively. Fig. ED3f: n= 33, 45, 67, 39 and number of ROI analysed: n= 79, 71, 164, 73 for cFh1fl/fl, cFh1-/CL1, cFh1-/CL19, cFh1-/CL1 + pFH-GFP, respectively. Fig. ED4e-g: n=163, 161, 163 for Sdhbfl/fl, Sdhb-/CL5, Sdhb-/CL7, respectively. Fig. ED5d: n= 174, 165, 171 for cFh1fl/fl, cFh1-/CL1 + pEGFP, cFh1-/CL1 + pEGFP:NDI1, respectively. Fig. ED5f: n=221, 192, 185 for vehicle, 200 $\mu$ M MMF, 400 $\mu$ M MMF, respectively. Fig. ED6h: n= 169, 188 for DMSO and MMF 8d, respectively. Fig. ED7g: n= 182, 156, 189, 228 for cFh1fl/fl, cFh1-/CL1, cFh1-/CL1 + pcytoFH-GFP, cFh1-/CL1+pFH-GFP respectively. Fig. ED8b-d: n=152, 153, 162, 155, 155 for vehicle, DMS 200  $\mu$ M, DMS 400 $\mu$ M, DMS 1mM, DMS 5mM, respectively. Fig. ED9c: n= 933, 660 for DMSO and MMF8d, respectively. Fig. ED10c: n= 175, 171, 183, 168, 166, 187, 188, 186, 154, 184, 161, 180, 169, for cFh1fl/fl, cFh1-/CL1 si scramble, cFh1-/CL1 si Snx9, cFh1-/CL1 si Vdac1, cFh1-/CL1 si Bax/Bak, cFh1-/CL1 si Rab9, cFh1-/CL1 si Drp1, cFh1-/CL1 si Opa1, cFh1-/CL1 si Mfn1, cFh1-/CL1 si Mfn2, cFh1-/CL1 si cGas, Fh1-/CL1 si Sting, cFh1-/CL1 si Rlg-1, respectively. Fig. ED10g: n=31, 32, for cFh1fl/fl and cFh1-/CL1, respectively. Fig. ED11b-c: n=151, 154, 166, 159, 161, 163, for cFh1fl/fl, cFh1fl/fl si scramble, cFh1fl/fl si Snx9, cFh1-/CL1 si scramble, cFh1-/CL1 si Snx9, cFh1-/CL19 si scramble, cFh1-/CL19 si Snx9, respectively. Fig. ED11e, f: n= 55, 50, 53, 55, 60, 53 and number of ROI analyzed: n= 168, 162, 158, 348, 125, 155, 76 for cFh1fl/fl + si scbl, cFh1fl/fl + si snx9, cFh1-/CL1+si scbl, cFh1-/CL1+ si snx9, cFh1-/CL19+ si scbl, cFh1-/CL19 + si snx9, respectively. Fig. ED11h, i: n=191, 167, 160, 179. 190, 147, 160, for vehicle, d6 si scramble, d6 si Snx9, d10 si scramble, d10 si Snx9, d15 si scramble, d15 si Snx9, respectively. Fig. ED11n-p: n=166, 180, 167, 155, 170, for NT, 2d, 4d, 6d, 8d MMF, respectively. Fig. ED11q: n=151, 166, 197 for NT, MMF 6d si scramble, MMF 6d si Snx9, respectively. Fig. ED12a: n=85. Fig. ED12d: n= 189, 155, 272, 159, 159, 144 for vehicle, 4OHT d1, d3, d6, d10, d15, respectively. Fig. ED12f: n= 170, 167, 145, 136, 133, 136, 139 for Fh1+/+DMSO, Fh1+/+ + MMF 6d, Fh1+/+r0+ DMSO Fh1+/+r0+ + MMF 1d, 3d, 6d, 8d, respectively.

|                 |                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data exclusions | No data from in vivo samples were excluded from analysis but samples from some animals where the treatment had to be interrupted due to health concern were not collected.<br>In Extended Data Fig. 2c and Extended Data Fig. 6i, up to 2 biological replicates (out of 5 in total) per sample were excluded from all analyses due to bad sample quality/poor yield (data not shown). |
| Replication     | In vivo and in vitro experiments were performed with at least 7 or a minimum of 3 (up to 6 times) biological replicates, respectively. All attempts at replication gave similar results and results were reliably reproduced with the same trend.                                                                                                                                     |
| Randomization   | Age-matched mice were randomly allocated into experimental groups.<br>For imaging, the cells and sample regions were evenly allocated and selected randomly. There was no requirement for randomization of other data.                                                                                                                                                                |
| Blinding        | As no subjective measurements were done and the analysis were performed with quantitative instruments, no blinding was performed.                                                                                                                                                                                                                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

Immunoblotting  
goat polyclonal anti-FH/Fumarase (AbCam, ab113963) and anti-beta Actin [AC-15] (AbCam, ab6276), rabbit polyclonal anti-Grp75 (AbCam, ab2799), anti-Mfn1 (AbCam, ab126575), anti-P-IRF3S386 (AbCam, ab76493), and mouse monoclonal anti-VDAC1 (AbCam, ab14734). Mouse monoclonal anti-Actin (Sigma-Aldrich, A2228) and anti-Vinculin (Sigma-Aldrich, V4505). Mouse monoclonal anti-Drp1 (BD Transduction Laboratories, 611113), and anti-Opa1 (BD Transduction Laboratories, 612607). Rabbit polyclonal anti-Mfn2 (Cell Signaling Technology, 11925), anti-Bak (Cell Signaling Technology, 12105), anti-Bax (Cell Signaling Technology, 2772), anti-cGas (Cell Signaling Technology, 31659S), anti-Irf3 (Cell Signaling Technology, 4302S), anti-Stat1 (Cell Signaling Technology, 9172S), anti-P-Stat1Tyr701 (Cell Signaling Technology, 9167S), anti-TBK1/NAK (Cell Signaling Technology, 3013S), anti-Phospho-TBK1/NAKSer172 (Cell Signaling Technology, 5483S), anti-Rab9A (Cell Signaling Technology, 5118S), anti-Rig-1 (Cell Signaling Technology, 3743S), and

anti-Sting (Cell Signaling Technology, 50494S). Rabbit polyclonal anti-Snx9 (Proteintech, 15721-1-AP). Mouse monoclonal anti-Cytochrome c (BD Pharmingen, 556433). Rabbit polyclonal anti-mtTFAM (GeneTex, GTX103231).

#### Immunofluorescence

mouse monoclonal anti-DNA (Millipore, CBL186). Rabbit polyclonal anti-TOM20 (AbCam, ab232589), mouse monoclonal anti-TOM20 (AbCam, ab56783), and anti-PDH (AbCam, ab110333), were purchased from Abcam. Anti-Cytochrome c (BD Pharmingen, 556432). Donkey anti-mouse, goat anti-mouse IgG1, goat anti-mouse IgG2a, goat anti-mouse IgGM, and goat anti-rabbit Alexa Fluor 488, 565, 594 or 647 were used as secondary antibodies (all from Invitrogen). Rabbit anti-Cgas (Cell Signalling, D3080). Mouse anti-GM130 (BD BioSciences, 610822).

#### Validation

All antibodies from commercial vendors were validated by the manufacturers on their websites.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

#### Cell line source(s)

##### Cell lines source(s)

All cell lines were isolated from transgenic embryonic mouse kidneys. The constitutive cell lines cFh1FL/FL, cFh1-/- clones 1 and 19 are described in Frezza et al. DOI: 10.1038/nature10363. The constitutive cell line cFh1-/- clone 19 + pFH are described in Sciacovelli et al. <https://doi.org/10.1038/nature19353>. The inducible cell lines iFh1 clones 29 and 33 were isolated using the protocol described in Mathew et al. DOI: 10.1016/S0076-6879(08)01605-4.

#### Authentication

The cell lines were not authenticated.

#### Mycoplasma contamination

All used cell lines were routinely tested and confirmed negative for mycoplasma contamination.

#### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

#### Laboratory animals

Mice were of mixed genetic background C57BL/6 and 129/SvJ. Animals were bred and maintained under specific pathogen-free conditions at the Breeding Unit (BRU) at the CRUK Cambridge Institute (Cambridge, UK). Fh1fl/fl and R26Creert2 mice were gifts from Prof Gottlieb (Technion, Israel Institute of Technology, Israel) and Dr Winton (CRUK, Cambridge Institute, Cambridge, UK), respectively. Experimental mice were homozygous for the conditional LoxP-exon3/4-LoxP Fh1 allele and expressed the Cre-recombinase-ert2 fusion under control of the ROSA26 promoter (Fh1fl/fl; R26 Creert2/Creert2). Littermate controls lacked the LoxP-exon3/4-LoxP allele but also expressed the Cre-ert2 allele under the control of the ROSA26 promoter (Fh1+/+; R26 Creert2/Creert2). Control mice were induced and sacrificed at the same time as their experimental littermates. In vivo experiments (tamoxifen induction) were performed under specific pathogen-free conditions at the Breeding Unit (BRU) at the CRUK Cambridge Institute (Cambridge, UK). All mouse experiments were performed in individually ventilated cages under the Animals (Scientific Procedures) Act 1986 (project licence P8A516814). The experiments were not randomised, and investigators were not blinded to treatment status during experiments and outcome assessment.

#### Wild animals

*Provide details on animals observed in or captured in the field; report species and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.*

#### Reporting on sex

Findings apply to both genders and animal gender was not considered in the study design. Male and female animals were randomly assigned to study cohorts. Gender-specific data was not collected. Gender of the animals has no impact on the phenotype generated.

#### Field-collected samples

*For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.*

#### Ethics oversight

The Project Licence has been considered and granted by the UK Home Office; and ethically approved by the local establishment (LMB AWERB).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

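Kidney RNA-seq libraries of Fh1−/− and Fh1+/+ mice at day 5 and day 10 after induction, 5 in each of 4 groups, were analysed from raw counts per gene symbol. Per the paper's methods, the authors made these counts from stranded libraries of polyadenylated RNA, mapped with STAR 2.6.0c to GRCm38, removed reads of low mapping quality and adapters with Cutadapt, and counted reads with Rsubread and GENCODE gene models. The strand setting of the counting is not given in the sources used here, so reads of a gene and an overlapping antisense gene cannot be told apart, and near-identical paralogs may share reads. The deposited counts are not normalized, replicates are not pooled, and 0 of the 24421 symbols start with mt-, so mitochondrially encoded genes were not analysed here. Total counts ranged from 16654829 to 25001294 per library (median 18547503). Intervals and limits for low counts cover counting error only. No 2 libraries of a group differed by as little as sampling noise: over 40 pairs the chi-square per degree of freedom was between 8.45 and 434. Positions were taken from GENCODE vM21 for 23376 symbols and from RefSeq for others, 264 by symbol and 685 by older symbol, and 96 had none.

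From the counts, each comparison was fitted with edgeR 4.0.16 in R 4.3.3: TMM normalization, filterByExpr on low counts, glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment. A gene rose or fell where its adjusted p was under 0.01 and its absolute log2 fold change over 0.58, the thresholds of the study. Each day was fitted on its own 10 libraries, the change between days in Fh1+/+ kidneys on the 10 Fh1+/+ libraries, and the difference between the days on all 20. The 38 gene lists were fixed before the counts were examined, but with values of the study's Supplementary Table 1 and Fig. 1 seen. Lists of ribosomal protein and respiratory chain genes were taken by symbol. Members of all lists were counted over all genes tested and adjusted over the list alone. Lists with 5 or more tested members were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, correlation preset at 0.01), and Reactome pathways of 15 to 500 genes with fgsea 1.28.0. List means per library were compared by an exact permutation test. Calls within 20 Mb of Fh1 were compared with the other genes tested by Fisher's exact test, planned with the same published values seen. The alternatives were DESeq2 1.42.0, RLE normalization, no filter or a stricter one (1 CPM in 5 libraries), an adjusted p under 0.05 with no fold threshold, the replicate number as a block, the Y-linked level as a covariate, limma-voom with quality weights, one fit of all libraries, camera with an estimated correlation, fry, windows of 10 and 40 Mb, and leaving out each library. Leaving out both Fh1−/− day 10 replicates 1 and 3, for camera also with an estimated correlation, and leaving Ifi202b out of the primer list were chosen after seeing the data.

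The genes named were, by a rule written before the data were examined but with values of the study's Supplementary Table 1 and Fig. 1 seen, up to 12 calls with the largest rise and 8 with the largest fall per day (no overlap between the genotypes, mean of 1 CPM or more), genes the paper names, up to 4 members of each list by p, and up to 8 calls nearest to Fh1. Which list members to print was settled after the values were seen. Tested on simulated counts for day 10 (14220 genes, 200 of them changed), edgeR recovered 1.49%, 13.4% and 86.4% of genes changed by 1.5, 2 and 4 times with 0 false calls, and DESeq2 14.9%, 53.7% and 98.5% with 17 false calls. For day 5 (14289 genes) edgeR recovered 22.4%, 76.1% and 97.0% with 1 false call, and DESeq2 35.8%, 92.5% and 100% with 17.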

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

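The tests of an interferon response at day 5, of infiltrating leukocytes and of a few abundant genes taking many of the counts were chosen after the result was seen. The test of calls near Fh1 was planned with the study's own published results for the same libraries already seen.

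Ifi202b, Olfml2b (log2 fold change 1.53) and Ocel1 (1.21) were higher in Fh1−/− kidneys at day 5, when Fgg, Fga, Lcn2 and Cd14 were not called. An interferon response as the whole cause is argued against by the median log2 fold change of the other interferon-stimulated genes at day 5, −0.23. Calls at day 5 were concentrated within 20 Mb of Fh1, with an odds ratio of 215.7 (95% interval 21.2 to 9777; 46.1 with DESeq2) and both directions among them, which is consistent with a segment of 129 origin around the floxed allele, since the controls lacked that allele by the paper's methods. This remains a hypothesis, because no genotypes of the mice were analysed here, and reads shared between paralogs of the p200 family were not tested. Ocel1 lies on chromosome 8, outside this segment, and whether the segment or another one of 129 origin affects it was not tested.

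Transcripts of the 3 fibrinogen chains were higher at day 10 (Fgg 7.60) and differed between the days (Fgg 7.06, Fga 6.42, Fgb 8.08). RNA from liver carried along with the kidney is argued against: the ratio of Alb to Fgg in the Fh1−/− libraries at day 10 was 0.00151, with Alb at 5.33 CPM. Transcription within the kidney after Fh1 loss may account for the rise and stays a hypothesis. Which kidney cells carry these transcripts was not tested.

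The Fh1−/− kidneys at day 10 differed from one another in inflammation genes, with a range of 4.29 on the log2 scale in the acute phase list mean, and replicates 1 and 3 the highest. A few abundant genes taking the counts are argued against: Spp1 took 10.3% and 9.50% in replicates 1 and 3, which lowers other genes there rather than raising them. Without the 10 most abundant genes, scaled by total counts, the range widened from 3.97 to 4.13 (a percent fall of −4.18), in a test over 19 list genes. As the removal shifts all list genes of a library alike, this restates the shares those 10 genes take and is not separate evidence. A sex difference shared by all groups is argued against by a mean difference of −0.00881 between libraries without and with Y-linked reads in the other 3 groups (0.569, −0.776 and 0.181), while one that depends on Fh1 loss could remain. Infiltrating leukocytes as the source of the spread are argued against: replicates 1 and 3 had a pan-leukocyte mean −1.84 from the Fh1+/+ mean of 2.98 ± 0.18 (SD, n = 5), and 0 of 5 libraries lay above it, while a ratio of the ranges chosen beforehand (0.384) has no sign and decides nothing. The extent of Fh1 loss in each kidney stays open as a biological explanation and was not tested.

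The genotype effect also differed between the days for 2410006H16Rik (2.07) and Slc9a8 (−2.35). Outside the genes the paper discusses, Fkbp5 (2.41) and Fgf18 (3.03) were higher at day 10. At day 5 Fkbp5 had a log2 fold change of 0.80, without overlap between the genotypes. It was called there with DESeq2 (adjusted p = 4.8e-04) and not with edgeR (adjusted p = 0.16). Fgf18 had a log2 fold change of 0.15 at day 5 and was not called with either.

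Of 320 groups of 5 libraries, 20 had a library far from the others, where chance gives about 5%. The gap to the nearest library, as a share of the range, follows for each. In Fh1+/+ at day 10 it was 0.92 for Ifi202b in replicate 3, 0.726 for Slc13a1 in replicate 3, and in replicate 2 0.78 for Mndal, 0.749 for Tnip1 (lowest), 0.73 for Mb21d1 and 1 for Il6. In Fh1+/+ at day 5 it was 0.775 for Fgg, 0.747 for Spp1, 0.748 for Top2a, 0.767 for Hmgb1 and 1 for Ccl20 in replicate 1, 0.86 for Cfap126 and 0.778 for Fcer1g in replicate 3 (both lowest), and 0.793 for Myc in replicate 5. In Fh1−/− at day 10 it was 0.727 for Oasl2 in replicate 3, 0.789 for Alb in replicate 5 and 0.869 for Hmgb1 in replicate 1. In Fh1−/− at day 5 it was 0.829 for Fgf18 in replicate 1, and 0.887 for Oasl2 and 0.899 for Mx1 in replicate 5.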

How the results depend on the processing

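Leaving out both Fh1−/− day 10 replicates 1 and 3, also with an estimated correlation, and Ifi202b from the primer list, was chosen only after the result was seen. The edgeR counts of changed genes depend strongly on tool and libraries, and their causes were not tested. The 8 genes at day 10 became 796 with DESeq2, 838 with one fit of all libraries, 406 at an adjusted p under 0.05 with no fold threshold, 20 with the Y-linked level as covariate, 16 with no filter on low counts, 15 with limma-voom, 3 with a stricter filter and 2 without both replicates 1 and 3. They ranged from 0 (without Fh1+/+ replicate 4 or 5) to 235 (without Fh1−/− replicate 2) when 1 library was left out. The 5 genes at day 5 became 31 with DESeq2, 9 at an adjusted p under 0.05 and 8 with the Y-linked level, and 2 to 4 without 1 library. The 5 genes that differed between the days became 272 with DESeq2, 161 at an adjusted p under 0.05, 92 with the Y-linked level, 11 with a stricter filter, 10 with no filter, 9 with limma-voom and 3 without both replicates 1 and 3, and 3 to 296 without 1 library. With RLE factors they were 8, 5 and 6. Between days in Fh1+/+ kidneys the count stayed 0 without any single library.

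With the replicate block the counts were 0 at day 10, 0 at day 5 and 2 for the difference between the days. The numbers do not pair the libraries: correlations of same-numbered libraries ran from −0.268 to 0.0947 at day 10 and from −0.51 to 0.33 at day 5, and 1 of 10 libraries at each day correlated best with the library of its own number.

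Of the gene lists, 18 passed at day 10 (18 to 22 without 1 library), 0 with an estimated correlation and 7 with fry, and 9 at day 5 (6 to 15, the highest without Fh1−/− replicate 5), 0 and 0. While camera compares a list with the other genes, fry compares it with no change, so its values answer a different question. The 185 Reactome pathways at day 10 became 0 with an estimated correlation, and the 37 at day 5 became 1 with camera and 0 with an estimated correlation. Adjusted p with an estimated correlation was 0.476 for the acute phase, pan-leukocyte and monocyte and macrophage lists, and 0.494 for NF-kB targets (0.106 with fry). For interferon-stimulated genes at day 5 it was 0.924 (0.896 with fry), against 1.64e-11 to 0.0836 without 1 library (not passing without Fh1−/− replicate 4 or Fh1+/+ replicate 1). Without both replicates 1 and 3 the interferon-stimulated list at day 10 was placed downwards (1.27e-07; 0.0647 to 0.977 without 1 library), as were cytokines and chemokines (0.0366; 0.289 to 0.977), and Cxcl10 turned to −0.81. With an estimated correlation as well, 0 lists passed (0.525 for both of these, 0.648 for NF-kB targets). The primer list mean difference of 0.75 was 0.54 without Ifi202b. The concentration of calls near Fh1 passed in windows of 10 and 40 Mb. Its odds ratio at day 10 fell from 90.0 to 3.77 at an adjusted p under 0.05 (25 of 405 calls) and to 2.23 with DESeq2 (30 of 795), and at day 5 from 215.7 to 191 and 46.1. Among 83 values of single genes, 46 newly passed with DESeq2 and 32 at an adjusted p under 0.05 with no fold threshold, while with RLE factors all 83 kept direction and side of the threshold. Over single genes and lists, 133 of 1550 values without 1 library no longer passed and 53 newly passed. Depth limits Ifi202b, Il6 and Ccl20, which rest on few reads.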

Differences from the paper's values

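Leaving out both Fh1−/− day 10 replicates 1 and 3, and Ifi202b from the primer list, was chosen after the values were seen. The copy of Supplementary Table 1 used here holds the first 1999 of 16610 rows, down to a day 10 log2 fold change of 0.49, and in it 525 genes are higher at day 10 at the study's thresholds, the paper's value, against 4 here with edgeR. Among the alternatives set before the data were examined, the count falls within 1.5 times the paper's with DESeq2 (501) and with one fit of all 20 libraries (571). It does not with RLE normalization (4), no filter (9), a stricter filter (1), an adjusted p under 0.05 with no fold threshold (270), the replicate block (0), the Y-linked level as covariate (11), limma-voom (9) or any single library left out (0 to 167). Of the paper's 525 genes, 503 were tested here. Of these 503, 4 were called with edgeR, 500 with DESeq2, 255 at an adjusted p under 0.05 and 9 with limma-voom, and all 503 had an unadjusted p under 0.05 from edgeR. One fit of all libraries called 462 of 506 tested, and 1 of 504 was called without both replicates 1 and 3. The paper's methods name DESeq2.

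The paper reports more expression of interferon-stimulated genes, with Ifi202b first. It also shows interferon-stimulated genes in kidney by qRT–PCR (Fig. 1g and Fig. 3h), which the values here do not test. Ifi202b passed at both days and ranked above the listed interferon-stimulated genes by log2 fold change. Of the 59 others tested at day 10, 32 lay above 0 and 0 passed with edgeR (5 higher and 12 lower at an unadjusted p under 0.05), and 1 was higher and 3 lower with DESeq2. The paper shows Ccl2 higher in Fh1−/− kidneys at day 10 by qRT–PCR (Fig. 1g), another assay on more mice than the libraries used here, and at the low end of its RNA-seq heat map (Fig. 1f). It had a log2 fold change of 0.00 here at day 10, while Cxcl10 (1.94), Hmox1 (1.58) and Nqo1 (1.13) lay above 0. The study's primer list also holds its qRT–PCR reference gene Rplp0 beside Snx9, Hmgb1 and Tfam, so it does not measure inflammation genes alone. The mean of this list was higher in Fh1−/− kidneys at day 10, by 0.75 (exact permutation test, adjusted p = 0.0431). Without both replicates 1 and 3 it was higher by 0.34 (exact permutation test, p = 0.0179, the smallest that 3 against 5 allow). Part of this is Ifi202b, without which the differences were 0.54 and 0.11. The paper reports no change in CD14 protein, and Cd14 transcripts had a log2 fold change of 5.16 at day 10, called with DESeq2 and not with edgeR. Of the Fh1−/− libraries 4 of 5 lay above every Fh1+/+ library, while the size rests on replicates 1 and 3: the values ran from 8.21 to 965 CPM, and without both the log2 fold change was 1.90.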

Other observations

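The splits of the Fh1+/+ libraries between the days were chosen after the result was seen, as was leaving out both Fh1−/− day 10 replicates 1 and 3. Genes of proliferation and of stromal cells were at lower levels in Fh1−/− kidneys at day 10. Over all genes no member of the lists below passed with edgeR at day 10. Of 15 fibroblast, pericyte and smooth muscle markers all 15 lay below 0 (median −1.04; 8 lower at an unadjusted p under 0.05, 2 with DESeq2), among them Fbln1 (−1.83) and Col1a2 (−1.86). Of 18 cell cycle genes 3 lay above 0 (median −0.80; 10 lower at an unadjusted p under 0.05, 3 with DESeq2), with Top2a at −1.68, and of 12 endothelial markers 1 lay above 0 (median −0.68; 1 lower at an unadjusted p under 0.05, 0 with DESeq2). Of 83 nuclear respiratory chain genes 9 lay above 0 (median −0.15; 14 lower at an unadjusted p under 0.05, 3 with DESeq2), and of 22 genes of the tricarboxylic acid cycle 5 (median −0.22; 3 higher and 5 lower at an unadjusted p under 0.05, 0 with DESeq2). Of 23 genes of fatty acid oxidation 18 lay above 0 (median 0.41; 12 higher and 1 lower at an unadjusted p under 0.05, 4 higher with DESeq2), and 2 rose when adjusted over the list alone, among them Eci1 (1.06). Of 13 p53 targets 11 lay above 0 (median 0.43; 7 higher at an unadjusted p under 0.05, 3 with DESeq2). Of 30 proximal tubule markers 8 lay above 0 (median −0.49; 2 higher and 7 lower at an unadjusted p under 0.05, 1 higher and 2 lower with DESeq2), with Miox at −1.88 and the sulfate transporter Slc13a1 at 1.65. With limma's camera these lists passed (adjusted p = 2.1e-05, 3.0e-04, 0.0023, 4.9e-05, 0.0301, 4.1e-04, 0.0094 and 0.0078 in this order), and with an estimated correlation none did (adjusted p = 0.476 to 0.593). Without both Fh1−/− replicates 1 and 3 the endothelial, proximal tubule and p53 lists did not pass (adjusted p = 0.319, 0.643 and 0.0525 from camera). The tricarboxylic acid cycle list did not pass without Fh1−/− replicate 4 or 5 or Fh1+/+ replicate 1 or 5 (adjusted p = 0.0719, 0.0598, 0.0997 and 0.1095 from camera).

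Other lists did not pass with camera at day 10, although NRF2 targets, endoplasmic reticulum chaperones, loop of Henle and male-biased genes did so without some single libraries (lowest adjusted p = 0.0200, 0.0188, 0.0351 and 0.0044 from camera). Nucleic acid sensing genes had a median of 0.05 (15 of 23 above 0; Myd88 at 1.17, Tmem173 at 1.58 and Tbk1 at 0.42). Tmem173 did not pass (adjusted p = 0.146 from edgeR), and 2 of its 5 Fh1−/− libraries lay above every Fh1+/+ library. The mean of the sensing list differed by 0.00284 (exact permutation test, p = 0.992), and by −0.177 without both Fh1−/− replicates 1 and 3. Mb21d1, below the filter on low counts, was at 0.28 CPM in Fh1−/− and 0.56 CPM in Fh1+/+ kidneys. The median was 0.47 for NRF2 targets, 0.12 for endoplasmic reticulum chaperones, −0.54 for loop of Henle and distal nephron markers and −0.03 for collecting duct markers. It was −0.53 for podocyte markers, 0.00 for adipocyte markers and −0.37 for genes of the urea cycle. It was 0.05 for vesicle and mtDNA genes named by the study and −1.89 for male-biased kidney genes. Hepatocyte markers had a median of −0.06, with Trf at 3.50, Apoc3 at 2.15 and Alb at −1.75. Hypoxia genes had a median of 0.28 (11 of 17 above 0). Their list mean was 5.48 ± 0.06 log2 CPM (SD, n = 5) in Fh1−/− and 5.24 ± 0.08 (SD, n = 5) in Fh1+/+ kidneys (exact permutation test, p = 0.00794, 0.0431 after adjustment over the lists). The difference of 0.23 was 0.20 without both Fh1−/− replicates 1 and 3 (exact permutation test, p = 0.0179, the smallest that 3 against 5 allow; adjusted 0.113). The cell cycle list passed the same test (difference −0.77, adjusted p = 0.0431 from the exact permutation test). Without both its difference was −0.78 (exact permutation test, p = 0.0357, adjusted 0.151), so the call is lost with the smaller number of libraries and not with the size. The adrenal, female-biased and Y-linked lists had 2, 3 and 4 tested members, too few for camera (medians 0.98, −0.64 and −0.36). Means of the female-biased and Y-linked lists did not pass the exact permutation test (p = 0.563 and 0.929). At day 5 camera placed endoplasmic reticulum chaperones, proximal tubule and loop of Henle markers upwards (adjusted p = 1.97e-04, 4.64e-04 and 0.0044) and cell cycle genes, fibroblast markers and adipocyte markers downwards (0.0030, 1.91e-04 and 9.8e-06), with an adjusted p of 0.924 for each with an estimated correlation. Cell cycle genes did not pass at day 5 without Fh1−/− or Fh1+/+ replicate 1 (0.1044 and 0.466 from camera), nor loop of Henle markers without Fh1−/− replicate 2 or Fh1+/+ replicate 3 (0.0598 and 0.0726). Adipocyte markers had a median of −1.71 at day 5, with 0 of 7 passing with edgeR or DESeq2 (5 lower at an unadjusted p under 0.05). Among interferon-stimulated genes at day 5, Oas1g had a log2 fold change of −1.17 (adjusted p = 0.621 from edgeR).

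Other splits of the same libraries into groups of the same sizes were drawn. At day 10, 2 of 100 splits, the real one included, gave as many calls as the real 8. Few splits thus match it, which makes chance unlikely without excluding it. The highest other split, with 51, is the one that follows the Y-linked reads, which points to a structure of the samples. At day 5, 2 of 100 gave as many as the real 5 (highest other 5), and for the difference between the days 3 of 100 (highest other 110). Chance is thus unlikely but not excluded for both, while a split that calls 110 points to a structure of the samples. With DESeq2 at day 10, 1 of 40 splits, the real one, reached 796 (highest other 670), so chance can be excluded only as far as 40 splits allow. The split with 670 does not follow the Y-linked reads and gave 0 calls with edgeR. The split that follows the Y-linked reads, outside the 40 drawn, gave 454. The count of 454 points to a structure of the samples. The split with 670 differs from the real one only by exchanging Fh1−/− replicate 2 for Fh1+/+ replicate 3. It thus largely follows genotype and is no sign of another structure. Between days in Fh1+/+ kidneys the real count is 0, which all 100 of 100 splits reach whatever the data (highest other 2), so these splits decide nothing. More splits match for the rest, so chance stays open there. For the gene lists these were 27 of 100 at day 10 (real 18, highest other 24) and 51 of 100 at day 5 (real 9, highest other 23). The day 10 splits that reach 18 lists all keep Fh1−/− replicates 1 and 3 on one side, and the others reach at most 13. For the Reactome pathways they were 11 of 40 at day 10 (real 185, highest other 244) and 29 of 40 at day 5 (real 37, highest other 243).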
